# MicroRNAs in bovine adipogenesis: genomic context, expression and function

**DOI:** 10.1186/1471-2164-15-137

**Published:** 2014-02-18

**Authors:** Josue Moura Romao, Weiwu Jin, Maolong He, Tim McAllister, Le Luo Guan

**Keywords:** Adipogenesis, Adipose tissue, Bovine, Fat metabolism, Genomic context, microRNA, Cluster, Co-expression, Species specific

## Abstract

**Background:**

MicroRNAs (miRNAs) are small non-coding RNAs found to regulate several biological processes including adipogenesis. Understanding adipose tissue regulation is critical for beef cattle as fat is an important determinant of beef quality and nutrient value. This study analyzed the association between genomic context characteristics of miRNAs with their expression and function in bovine adipose tissue. Twenty-four subcutaneous adipose tissue biopsies were obtained from eight British-continental crossbred steers at 3 different time points. Total RNA was extracted and miRNAs were profiled using a miRNA microarray with expression further validated by qRT-PCR.

**Results:**

A total of 224 miRNAs were detected of which 155 were expressed in all steers (n = 8), and defined as the core miRNAs of bovine subcutaneous adipose tissue. Core adipose miRNAs varied in terms of genomic location (59.5% intergenic, 38.7% intronic, 1.2% exonic, and 0.6% mirtron), organization (55.5% non-clustered and 44.5% clustered), and conservation (49% highly conserved, 14% conserved and 37% poorly conserved). Clustered miRNAs and highly conserved miRNAs were more highly expressed (p < 0.05) and had more predicted targets than non-clustered or less conserved miRNAs (p < 0.001). A total of 34 miRNAs were coordinately expressed, being part of six identified relevant networks. Two intronic miRNAs (miR-33a and miR-1281) were confirmed to have coordinated expression with their host genes, transcriptional factor *SREBF2* and *EP300* (a transcriptional co-activator of transcriptional factor C/EBPα), respectively which are involved in lipid metabolism, suggesting these miRNAs may also play a role in regulation of bovine lipid metabolism/adipogenesis. Furthermore, a total of 17 bovine specific miRNAs were predicted to be involved in the regulation of energy balance in adipose tissue.

**Conclusions:**

These findings improve our understanding on the behavior of miRNAs in the regulation of bovine adipogenesis and fat metabolism as it reveals that miRNA expression patterns and functions are associated with miRNA genomic location, organization and conservation.

## Background

Adipose tissue biology is fundamental to functional physiology as fat is not only the major tissue of energy storage in mammals, but also an important endocrine organ [1,2]. Dysfunctions in adipose tissue metabolism have become an important health concern as obesity has reached epidemic proportions [3] with approximately a quarter of the world’s population being overweight or obese [4]. The consumption of high fat foods is clearly associated with obesity [5] and as a consequence both breeding and nutritional programs have focused on increasing the leanness of beef [6,7]. Meat is an important protein source and the world meat demand is projected to increase by 73% from 2010 to 2050 [8]. Fat is an important component in meat quality and impacts animal productivity [9,10]; therefore an understanding of the molecular regulation of adipogenesis is pivotal in the development of strategies to manipulate adiposity and improve beef quality.

Adipogenesis involves the development of mature adipocytes from preadipocytes [11] and is responsible for modulating adiposity in individuals. Adipogenesis is genetically regulated and studies have shown the importance of adipogenic transcription factors (PPARγ, C/EBPs, KLFs and SERBP) in fat development as they regulate the expression of adipogenic genes involved in adipocyte differentiation [12,13]. However, the regulatory mechanisms of microRNAs (miRNAs) in adipose tissue are not well understood. miRNAs are small non-coding RNAs composed of approximately 22 nucleotides that repress gene expression by binding to messenger RNAs in a sequence-specific manner [14]. In 2004, miR-143 was the first miRNA reported to affect differentiation of human adipocytes [15]. Since then, several studies in humans and mice have shown that miRNAs regulate adipogenesis in a pro or anti-adipogenic manner [16,17] through repression of various genes, including transcriptional factors such as *PPARγ*, *PPARα* and *KLF5 *[18-21] or through the regulation of pathways that impact adipogenesis such as WNT signalling [22]. However, few miRNAs had their targets identified, such as miR-130 that regulates *PPARγ* and inhibits adipogenesis [23], and miR-181a that regulates TNFα and increases adipogenesis [24]. Studies using bovine adipose tissue have shown that miRNA expression profiles change according to internal and external environmental factors such as subcutaneous fat thickness [25], fat depot (subcutaneous vs. visceral fat) and dietary manipulation (high vs. low fat content) [26]. However, it is not clear how miRNA expression and function are impacted by the compositional structure of DNA that surrounds miRNA genes, also known as genomic context characteristics. These might include features such as the distance between miRNA genes, which has been suggested to be a determinant for coordinated miRNA expression [27] or the location of miRNA genes in relation to protein coding genes (intergenic, intronic, exonic, or mirtron). The elucidation of these aspects may provide important clues with regard to the regulation and function of miRNAs in bovine adipogenesis. Therefore, this study aimed to determine how genomic context of miRNA genes and their conservation are associated with the expression and function in bovine subcutaneous adipose tissue.

## Results

### Genomic organization of bovine miRNAs

The bovine genome is organized in 29 pairs of autosomes and 2 sex chromosomes. A total of 755 mature miRNAs have been detected in the bovine and originate from 769 miRNAs genes coded in different genomic loci of virtually every bovine chromosome, except the sex chromosome Y (miRBase, release 19). It is worth mentioning that the difference in the quantity of miRNAs and miRNA genes happens because their relationship is not one to one, as some miRNA genes may create more than one miRNA (eg. microRNA 151 gene originates miR-151-3p and miR-151-5p) and some miRNAs can originate from different miRNA genes (eg. miR-378 from miRNA 378 genes on chromosomes 4 and 7). Based on miRNA microarray analysis, approximately 30% of the known bovine miRNAs (n = 224) were detected in subcutaneous adipose tissue of which 155 miRNAs were expressed in the subcutaneous fat of all steers (n = 8) in at least one time point, being defined as the adipose tissue core miRNAs (AT core miRNAs) in this study even if their expressions may be not adipose tissue specific. 

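Subcutaneous fat was biopsied from 8 steers at 12, 13.5 and 15 months of age, and the RNA of each of the 24 biopsies was labelled with 1 dye and hybridised to a custom Agilent array of 672 bovine miRNAs. Steers 111, 209, 211 and 405 were fed a control diet with 2.7% fat and steers 103, 109, 202 and 411 a high fat diet with 7.1% fat, and the biopsies at 12 months were taken at the start of feeding. The 8 arrays of each age shared a slide, so age and slide cannot be told apart. Both diets were on every slide, in separate rows, and each steer held the same position on all 3 slides. The authors extracted the spot intensities with Feature Extraction 10.7.3.1, normalized the arrays to the 75th percentile in GeneSpring GX, and deposited the scanner output together with a table of log2 values for 224 miRNAs. On the 21 arrays of the 7 steers other than steer 202, every value of that table equals, within 0.001, the log2 total gene signal of a miRNA minus 1 constant per array, with values below 0 set to 0. The 3 columns of steer 202 coincide with its scanner values in 36, 51 and 48 of the 224 miRNAs at 12, 13.5 and 15 months. For the values given here, the total gene signal of each miRNA, a linear intensity that the scanner software sums over its probes after background subtraction, was scaled so that the 75th percentile over the 67 miRNAs detected on all 24 arrays was equal on every array. A floor of 1 was then set and log2 was taken, so a miRNA that was not detected on an array has a log2 signal of about 0 there. A miRNA was counted as detected on an array where the scanner software gave it the detected flag. Of the 672 miRNAs, 344 (51.2%) were detected on at least 1 array and 197 were detected in every steer at 1 or more ages, and these 197 are the core miRNAs of the analyses described here. Counting a miRNA only where most of its spots were above background moved the number of core miRNAs most, to 137. The median number of miRNAs detected per array was 223.5, 239 and 196 on the control diet at 12, 13.5 and 15 months, and 241.5, 183.5 and 172.5 on the high fat diet. The array of steer 202 at 13.5 months stood apart, with 121 miRNAs detected against 162 to 283 on the 23 other arrays. The median signal of its 434 negative control spots was 301.75, against 37 to 47.5 on the other arrays, and 1246 of its 13440 miRNA spots were well above background, against 2427 to 4489. This array was kept, and for part of the results values over the 23 others, scaled again among themselves, are given too. Over these, 317 miRNAs were detected on at least 1 array and 196 were core miRNAs. The number of arrays limits the precision of each value.

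**Figure D1:**
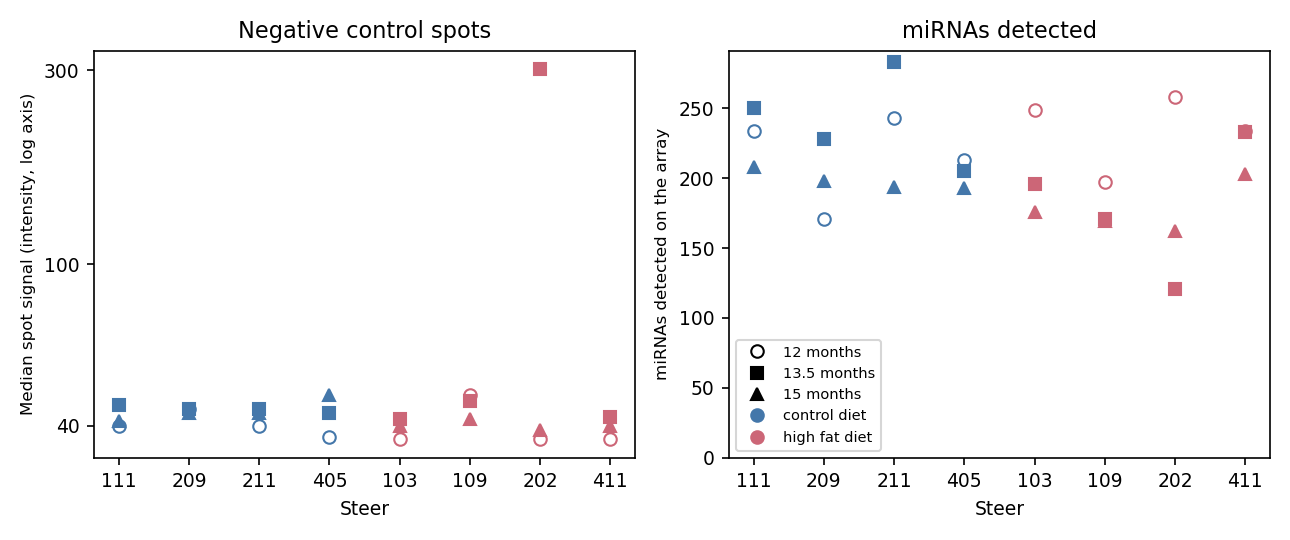
Median signal of the negative control spots (left, log axis) and number of miRNAs detected (right) on each array, by steer, with the marker giving the age in months and the colour the diet. The array of steer 202 at 13.5 months has a negative control median of 301.75 and 121 miRNAs detected.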

The genomic distribution of AT core miRNAs was highly variable as some chromosomes (chr 10, chr 23, chr 28, and chr Y) possessed no adipose core miRNA genes while others coded for several, such as chromosome X which had 18 of them (Figure 1).

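Of the 155 miRNAs listed in Additional file 1, 143 were found on the array by name, and all 143 were core miRNAs by the detection flags. Their 159 gene loci, placed on UMD3.1 as in Additional file 1, included 15 on chromosome X, 15 on chromosome 19, 12 each on chromosomes 5 and 7, and 11 on chromosome 21. No locus of these miRNAs lay on chromosomes 10, 23 or 28. On chromosome X, 12 of the 15 loci belonged to clusters, under 8 cluster names. The median over the miRNAs of chromosome X of their mean log2 signal was 6.08, and the median over the other miRNAs was 7.61, a difference that was not tested. The other 54 core miRNAs are absent from Additional file 1 by name, so their location was not used here.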

**Figure 1:**
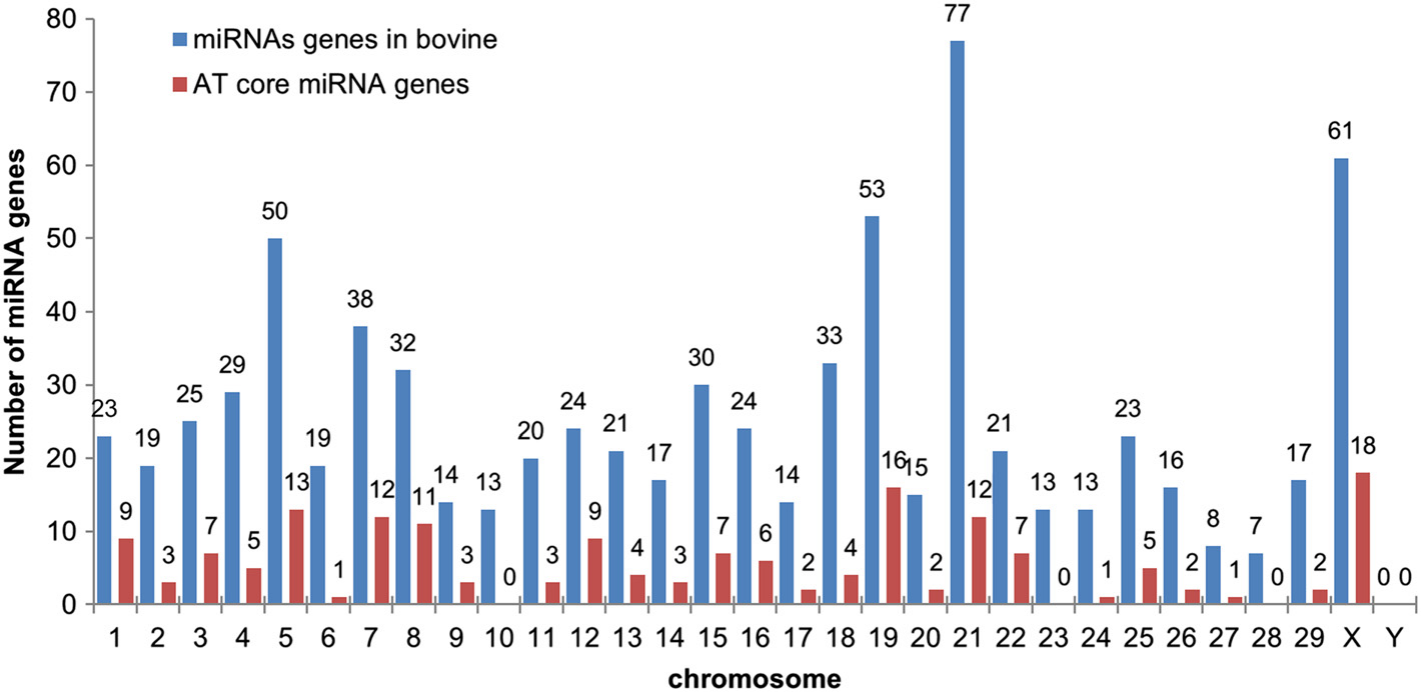
**Number of miRNA genes in each chromosome.** AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

Mature miRNAs (n = 155) expressed in all steers were classified into three main conservation categories: 76 highly conserved miRNAs (conserved across most vertebrates), 22 conserved miRNAs (conserved across most mammals), and 57 poorly conserved miRNAs (conserved not beyond placental mammals) (TargetScan http://www.targetscan.org/cgi-bin/targetscan/mirna_families.cgi?db=vert_61). 

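Among the 143 core miRNAs with an annotation, 75 (52.4%) were highly conserved, 20 (14.0%) conserved and 48 (33.6%) poorly conserved, by the classes of Additional file 1. Detection on every array differed between these classes. It held for 43 of the highly conserved miRNAs, 4 of the conserved miRNAs and 14 of the poorly conserved miRNAs.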

The genomic context of these miRNAs was also investigated in terms of organization (clustered and non-clustered) and their location as intergenic, intronic, exonic, or mirtron as shown in Figure 2. miRNAs in clusters represented only 26.7% of all bovine miRNAs (n = 755); however, that percentage increased to 44.5% when only AT core miRNAs (n = 155) were considered, an indication of their role in the core regulation of bovine adipose tissue. 

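By the annotation of Additional file 1, 65 of the 143 core miRNAs (45.5%) were clustered and 78 were not. By the first listed gene of each miRNA, 88 (61.5%) were intergenic, 52 (36.4%) intronic, 2 exonic and 1 a mirtron. The signal was detected on all 24 arrays for 36 of the clustered miRNAs and 25 of the non-clustered miRNAs. By location, this held for 43 intergenic and 18 intronic miRNAs, and for none of the exonic miRNAs or the mirtron.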

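Clusters were compared with conservation over gene loci, since 1 miRNA can come from several loci. Of 89 highly conserved loci, 54 (60.7%) lay in clusters, compared with 10 of 21 conserved loci (47.6%) and 9 of 49 poorly conserved loci (18.4%). Highly conserved loci made up 74.0% of the 73 clustered loci and 40.7% of the 86 non-clustered loci. The odds of being clustered were 4.14 times as high for highly conserved loci as for all others (two-sided Fisher's exact test, p = 2.87e-05). Restricting the loci to miRNAs detected on every array moved the odds ratio most, to 7.20 (Fisher's exact p = 0.000867, 69 loci). Members of a cluster are not independent loci, and with 1 entry per named cluster the odds ratio was 5.44 (Fisher's exact p = 0.000134, 116 entries).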

The organization of miRNAs in clusters was associated to conservation status as the highly conserved miRNAs were by far the most numerous, representing an overlap of 71.4% (Figure 2).

**Figure 2:**
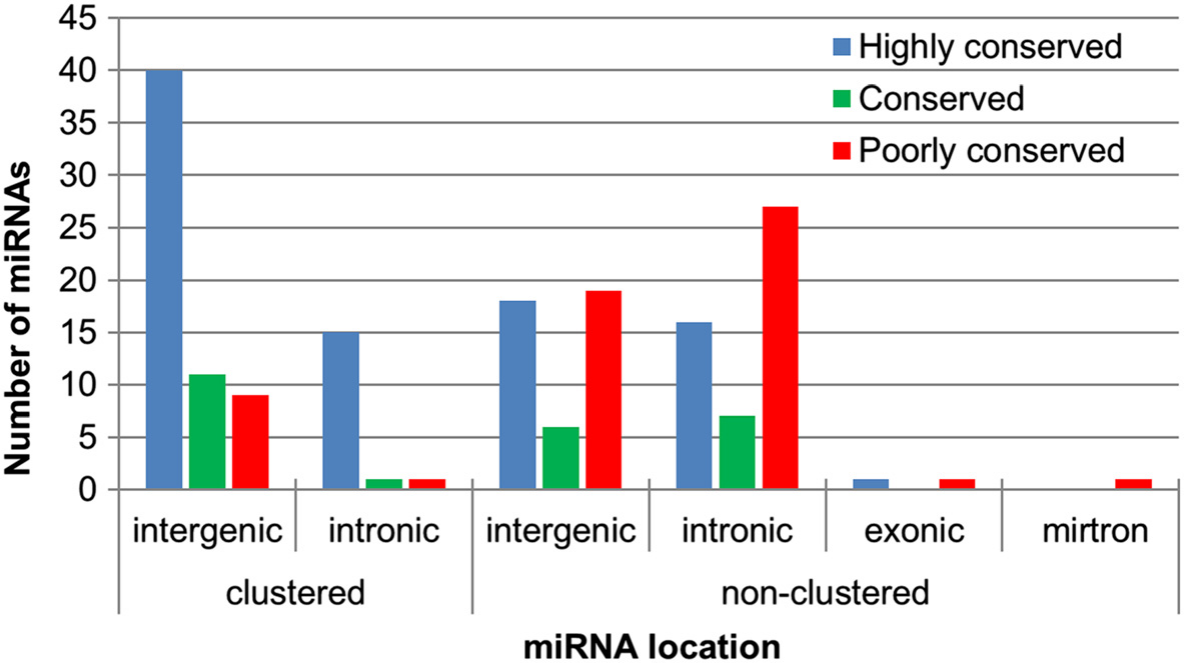
**Genomic context and conservation of AT core miRNAs.** AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

### miRNA expression in adipose tissue

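The mean log2 signal of the 197 core miRNAs over the 24 arrays ranged from 0.77 ± 0.83 (SD) for miR-192, which was detected on 12 arrays, to 14.91 ± 0.45 for miR-2478, which was detected on all of them. Probes of different miRNAs can differ in affinity, so these are levels of signal. On the scale of the authors' deposited log2 table, computed with their constant for each array over 21 arrays without steer 202, miR-2478 had a mean of 10.80 ± 0.61 (SD).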

Expression of AT core miRNAs (n = 155) varied widely, as microarray intensity values (normalized) ranged from close to zero (miR-2425-3p) to up to 10.9 (miR-2478). 

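The variation of miR-26a, miR-2428 and the 2 extremes of the core miRNAs was measured as the SD of the log2 signal over the 24 arrays. For miR-26a, encoded in introns of CTDSPL (chromosome 22 of UMD3.1, 11457900 to 11457989) and CTDSP2 (chromosome 5, 55977923 to 55978006), the log2 signal was 10.74 ± 0.19 (SD, 24 arrays), with an SD of 0.07 between the means of the 8 steers. For miR-2428, encoded in an intron of KIF21A (chromosome 5, 41964062 to 41964126) and detected on 18 arrays, it was 3.11 ± 2.10, with an SD of 1.30 between steers. The lowest SD was that of let-7i (0.18, mean 11.08) and the highest that of miR-885 (2.49, mean 4.45, detected on 21 arrays). Both extremes depended on the array of steer 202 at 13.5 months, and over the 23 others the lowest SD was that of miR-151 (0.15) and the highest that of miR-2902 (2.35), with 0.20 for let-7i and 2.13 for miR-885. A CV of log values depends on where the log scale has its 0. The CV of the log2 signal was 0.0179 for miR-26a and 0.674 for miR-2428, and on the scale of the authors' deposited table, over 21 arrays, it was 0.0500 and 1.90. On the linear scale the CV was 0.133 and 1.45. A power trendline of mean log2 signal on the CV of the log2 signal over the core miRNAs had an exponent of -0.40, a coefficient of 2.83 and an R2 of 0.737, while over the 154 core miRNAs of the authors' deposited table these were -0.98, 0.615 and 0.856.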

A power trendline illustrated the predictability of miRNAs behavior in terms of average expression and variation among samples (CV) with the equation y = 0.5967x^-0.999^, (R^2^ = 0.857) where “y” represents miRNA expression and “x” is the CV (Figure 3). miRNA expression among steers varied considerably with type of miRNA, ranging from highly uniform such as miR-26a with a coefficient of variation (CV) of 0.05 to highly variable such as miR-2428 with a CV of 1.90 (Figure 3). The average expression of miRNAs and their coefficient of variation were negatively correlated (R = -0.71) as highly expressed miRNAs tended to occur consistently among steers while poorly expressed miRNAs varied widely among individuals.

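Across the 197 core miRNAs, mean log2 signal and its SD over the 24 arrays were negatively related, with a Spearman's rho of -0.60 (permutation p = 1e-05, the smallest that the 100000 permutations can give) and a Pearson's r of -0.67 (the same p). Pearson's r of the mean with the CV of the log2 signal was -0.84. These correlations are across miRNAs, which are not independent replicates. With the core miRNAs in 4 groups of 50, 49, 49 and 49 from the lowest to the highest mean signal, the median SD was 1.66, 1.27, 1.56 and 0.31, so it did not fall at every step. Without the array of steer 202 at 13.5 months, rho was -0.69, Pearson's r of the mean with the CV was -0.76, and the median SD of the same groups was 1.48, 0.48, 0.40 and 0.26. Among the 140 miRNAs detected on all 23 remaining arrays, where no value lies at the floor, rho was -0.26 (permutation p = 0.00199). On the values of the authors' deposited log2 table the direction was the opposite, with a rho of 0.22 (permutation p = 0.00675, 154 miRNAs). The table is floored at 0, and Pearson's r of its means with their CV was -0.71.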

**Figure 3:**
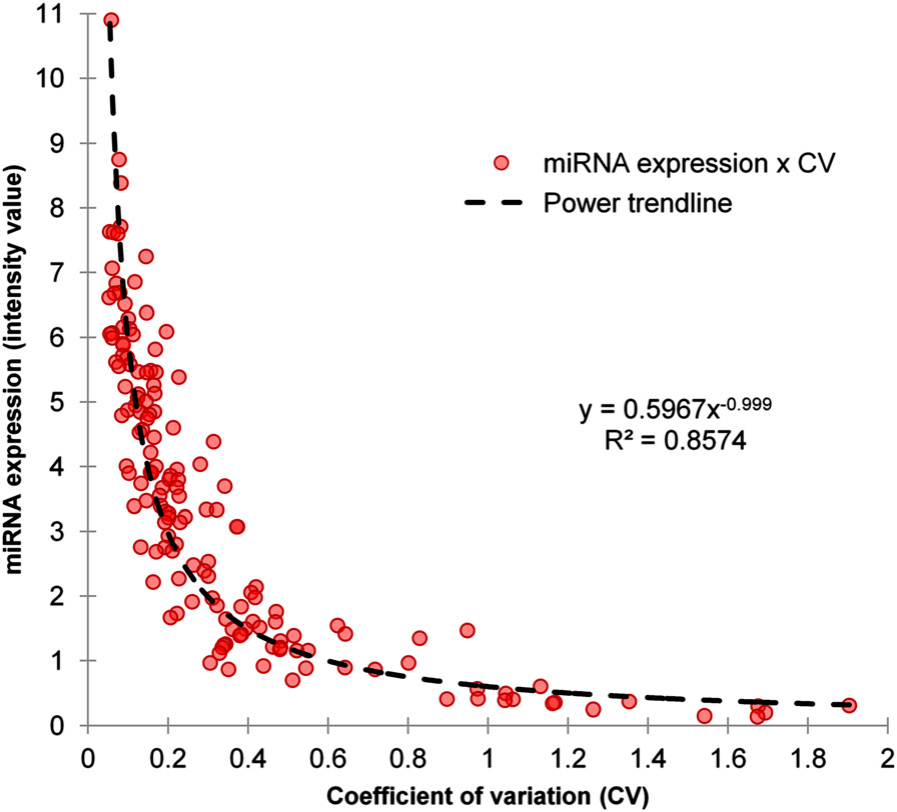
**AT core miRNAs: miRNA average expression vs. coefficient of variation.** Each circle represents one unique miRNA and the coordinates of X and Y axis are the respective values for average expression of the miRNA and its coefficient of variation from different samples. AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

The genomic context in which AT core miRNAs genes are located seems to be a factor impacting expression, as clustered miRNAs were more highly expressed than unclustered miRNAs (p = 0.022). However, being located in an intron of a protein coding gene (intronic miRNA) or being an independent transcription unit in between genes (intergenic miRNA) did not seem to impact global miRNAlevels (p = 0.448). miRNAs that were highly conserved were expressed more (p < 0.001) than miRNAs moderately conserved or poorly conserved (Figure 4). 

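The mean log2 signal over the 24 arrays was 8.06 ± 2.38 (SD over 65 miRNAs) for clustered core miRNAs and 6.98 ± 2.40 (SD over 78 miRNAs) for non-clustered ones. The difference of 1.09 had a p of 0.00760 (two-sided permutation test of the classes over miRNAs, 100000 permutations). It was positive in each of the 8 steers, from 0.76 to 1.28 (SD 0.16). Every steer compares the same miRNAs, so this shows how little it varied between animals and does not replicate the contrast between classes. Without the array of steer 202 at 13.5 months it was 1.03 (permutation p = 0.0103). With 1 value per named cluster, to count members of a cluster once, it was 1.19 (permutation p = 0.0132, 34 clusters). The alternative that moved it most was the restriction to miRNAs detected on every array, with a difference of 0.18 (permutation p = 0.713, 36 clustered and 25 non-clustered miRNAs). That set is limited by the array of steer 202 at 13.5 months, since 67 miRNAs were detected on all 24 arrays and 140 on all of the 23 others. No difference for the 140 is given here.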

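Intergenic core miRNAs had a mean log2 signal of 7.63 ± 2.53 (SD over 88 miRNAs) and intronic ones of 7.26 ± 2.30 (SD over 52 miRNAs), a difference of 0.37 that the two-sided permutation test over miRNAs did not separate from 0 (p = 0.395). Highly conserved miRNAs had a mean of 8.48 ± 2.15 (SD over 75 miRNAs), conserved miRNAs of 6.13 ± 1.27 (SD over 20) and poorly conserved miRNAs of 6.44 ± 2.58 (SD over 48). The F statistic over the 3 classes was 16.7 (permutation p = 1e-05, the smallest that the permutations can give). Highly conserved miRNAs were above poorly conserved ones by 2.04 and above conserved ones by 2.35 (permutation p = 1e-05 each, 1.5e-05 after Benjamini-Hochberg adjustment over 3 comparisons). The difference of conserved minus poorly conserved miRNAs was -0.31 (adjusted p = 0.614 from the same permutation test). The first of these differences lay between 1.63 and 2.32 in the 8 steers and the second between 1.98 and 2.95, again with the same miRNAs in each. Among miRNAs detected on every array, the difference of highly minus poorly conserved miRNAs was 0.33 (permutation p = 0.536, 43 and 14 miRNAs). From the higher expression of clustered than of unclustered miRNAs, the paper proposes that the genomic context of a miRNA gene is a factor in its expression, and from the comparison of intergenic with intronic miRNAs it proposes that location is not.

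**Figure D2:**
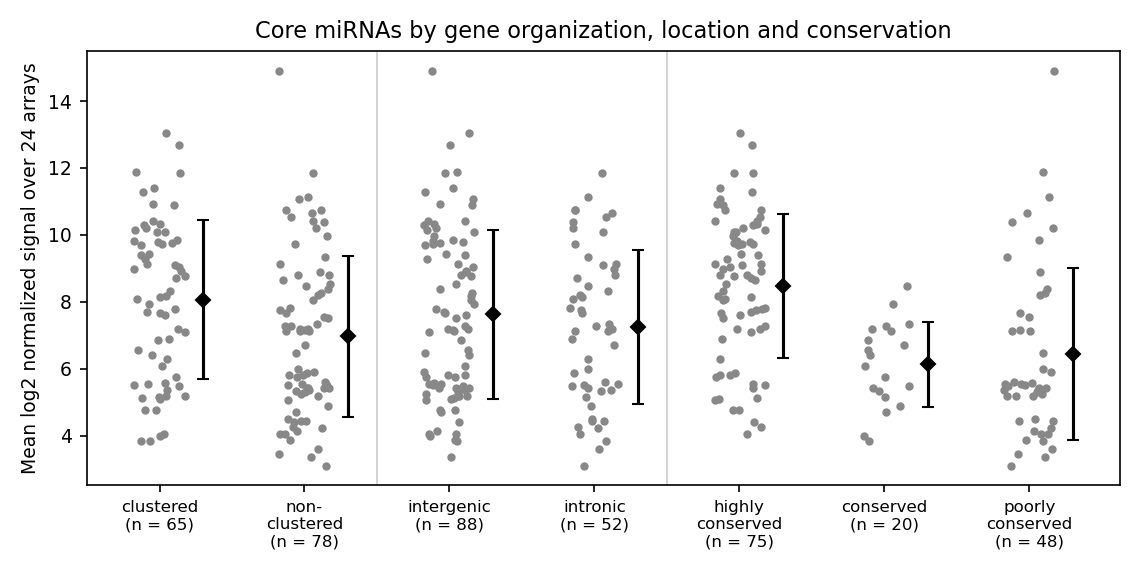
Mean log2 signal over 24 arrays of each annotated core miRNA (points) by organization, location and conservation, with the mean and SD of each class shown (diamonds and bars). By location, the 2 exonic miRNAs and the 1 mirtron are not shown. The means of the 7 classes shown run from 6.13 in conserved miRNAs to 8.48 in highly conserved miRNAs.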

Expression of miRNAs also varied considerably within each category according to miRNA gene locations, and with degree of conservation. For instance, miRNAs that were poorly conserved could still be highly expressed, as was observed with miR-2478 (a bovine specific miRNA) which was non-clustered and poorly conserved, but the most highly expressed miRNA in bovine adipose tissue (Additional file 1).

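The gene of miR-2478, which lies between genes on the minus strand of chromosome 9 of UMD3.1 (28046280 to 28046356), gave the highest mean signal of the 197 core miRNAs, on 24 arrays and on the 23 without the array of steer 202 at 13.5 months. Its log2 signal ranged from 13.99 to 15.69 between arrays and from 14.49 to 15.37 between the means of the 8 steers. It kept first place by the mean under the authors' own constants for 21 arrays. The mean log2 signals of the other poorly conserved core miRNAs reached down to 3.11.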

**Figure 4:**
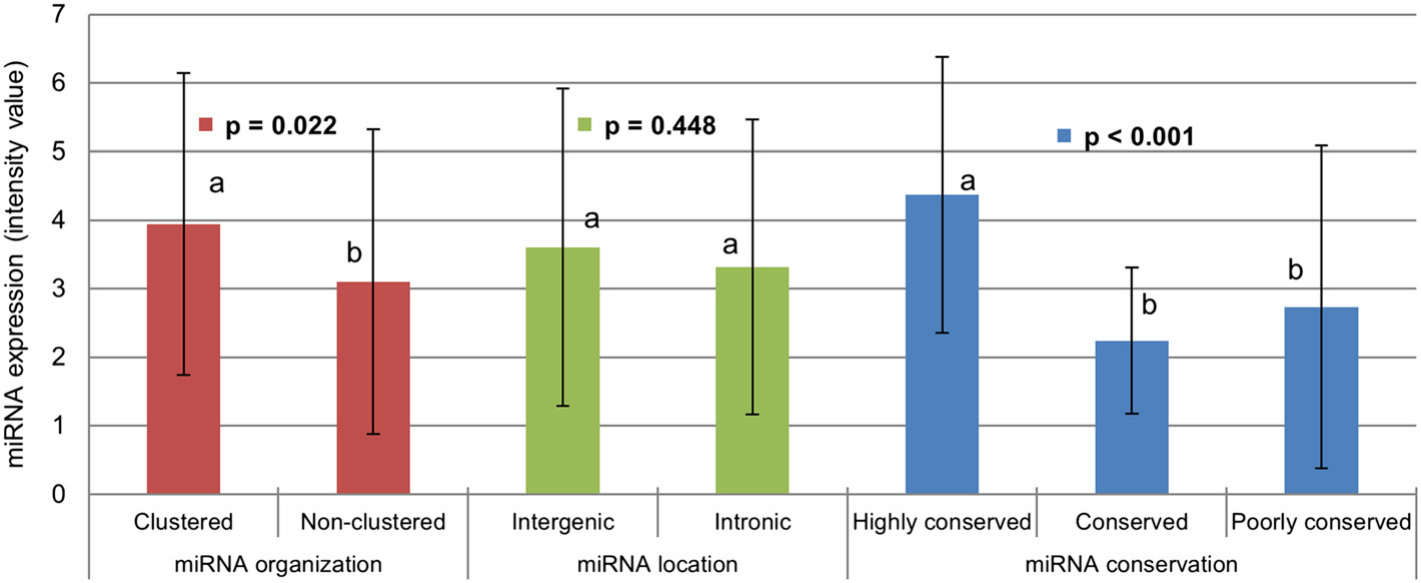
**Expression of AT core miRNAs according to miRNA gene organization, location and conservation.** Columns with different letters **(a,b)** differ statistically within each category comparison (p < 0.05). AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

### Predicted targets of AT core miRNAs

AT core miRNAs had on average 500 predicted targets by TargetScan 6.2 (http://www.targetscan.org/), ranging from 3 target genes for miR-2892 and 1262 targets predicted for miR-30a-5p, miR-30b-5p, miR-30c, miR-30d, and miR-30f. The number of predicted targets varied (p < 0.001) with genomic organization and conservation, but the location of miRNAs had no (p > 0.05) relationship to number predicted targets (Figure 5). On average, highly conserved miRNAs had three times more the number of predicted targets as compared to poorly conserved miRNAs, while clustered miRNAs had 1.8 fold more predicted targets than non-clustered miRNAs.

**Figure 5:**
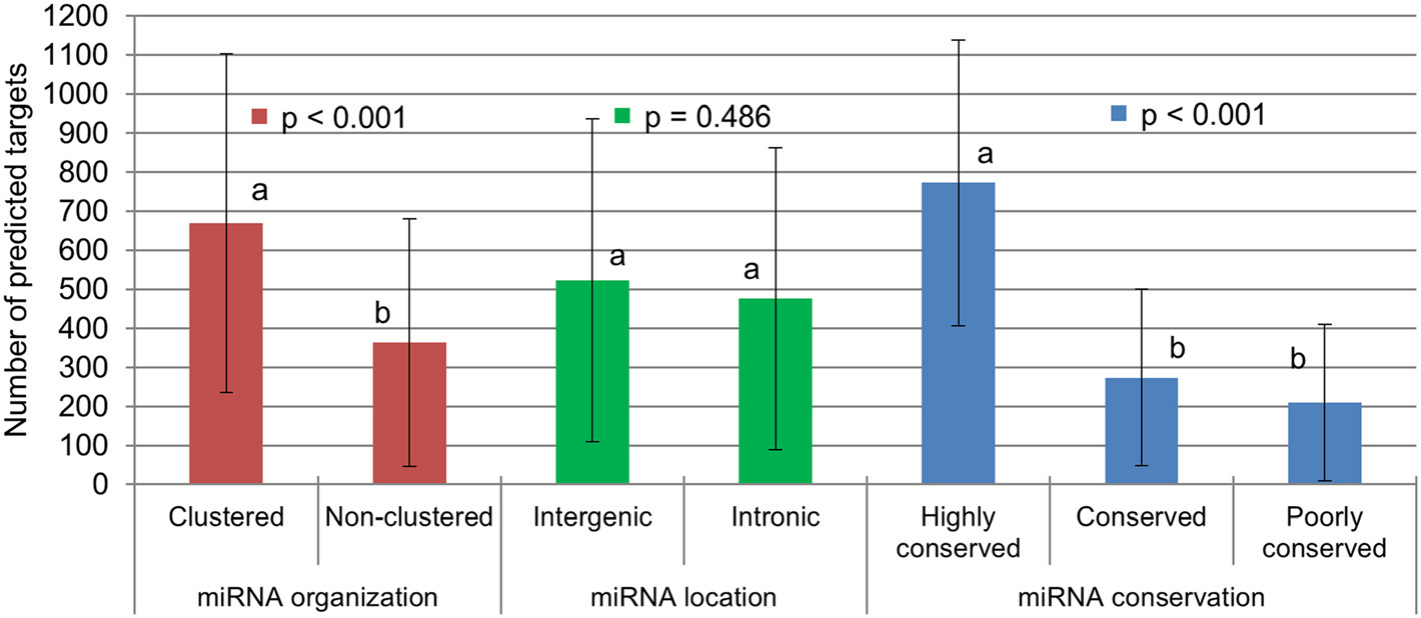
**Number of predicted targets according to AT core miRNA organization, location and conservation.** Columns with different letters **(a,b)** differ statistically within each category comparison (p < 0.05). AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

### Co-expression patterns of AT core miRNAs

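Pearson's r of the log2 signal over the 24 arrays was computed for all 19306 pairs of the 197 core miRNAs. It was above 0 in 61.9% of the pairs, with a median of 0.21, and between -0.2 and 0.2 in 23.1%. It exceeded 0.9 in 1409 pairs and was below -0.7 in 903. The lowest r was that of miR-140 and miR-342 (-0.96). The distribution was not the same without the array of steer 202 at 13.5 months. On the other 23 arrays the median r was 0.05, 54.8% of the pairs were above 0, 39.0% were between -0.2 and 0.2, 145 exceeded 0.9 and 132 were below -0.7. The lowest r on these arrays was that of miR-193a-5p and miR-324 (-0.93) and the highest that of miR-1584 and miR-1835 (0.993). On 24 arrays, the first principal component of the core miRNAs held 54.7% of the variance, with a loading of 0.968 on that array against 0.078 on the next.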

The relationship among the expressions of AT core miRNAs across adipose tissue samples was either positively correlated, non-correlated or negatively correlated. For example, the levels of miR-20a and miR-106b were positively correlated (R = 0.99) while miR-2288 and miR-671 were negatively correlated (R = -0.76). 

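The genes of miR-20a (chromosome 12 of UMD3.1, 66227005 to 66227075) and miR-106b (chromosome 25, 36892046 to 36892125) lie in different clusters, and those of miR-2288 (chromosome 1, 139318007 to 139318083) and miR-671 (chromosome 4, 114614902 to 114615019, in an intron of CHPF2) in none. The steer was the unit of the tests, so the whole series of a steer was reassigned in all 40320 orders, with the ages kept aligned. Over the 24 arrays, miR-20a and miR-106b had a Pearson's r of 0.999 and a Spearman's rho of 0.970 (exact permutation p = 2.48e-05 for each, the smallest that these orders can give, and 4.96e-05 for r after Benjamini-Hochberg adjustment over the 2 pairs). Within the slides, with 8 steers each, r was 0.969 at 12 months (exact p = 0.000422), 1.00 at 13.5 months (exact p = 4.96e-05) and 0.916 at 15 months (exact p = 0.00134), and rho was 0.976, 0.976 and 0.857 (exact p = 0.000397, 0.000397 and 0.0107). Without the 2 arrays farthest from the median of miR-20a, r was 0.966, and on the 23 arrays without that of steer 202 at 13.5 months it was 0.969. For miR-2288 and miR-671, r over the 24 arrays was 0.53 (exact permutation p = 0.131, adjusted p = 0.131) and rho was -0.50 (exact permutation p = 0.230). The sign of r rested on the array of steer 202 at 13.5 months, on which none of the 4 miRNAs was detected. On the other 23 arrays, r was -0.61 and rho -0.69. On the 21 arrays of the other 7 steers, scaled again among themselves, r was -0.57 (exact permutation p = 0.0179) and rho -0.69 (exact permutation p = 0.00417). Within the slides of 8 steers, r was -0.83 at 12 months (exact p = 0.00699), 0.85 at 13.5 months (exact p = 0.117) and -0.84 at 15 months (exact p = 0.0164). The matching values of rho were -0.90, -0.02 and -0.81 (exact p = 0.00456, 0.977 and 0.0218). Among the 7 other steers, on the scaling of the 24 arrays, r was -0.94 at 12 months (exact p = 0.000595), -0.61 at 13.5 months (exact p = 0.143) and -0.84 at 15 months (exact p = 0.0268). When the 21 arrays were scaled again, it was -0.93 (exact p = 0.00119), -0.25 (exact p = 0.560) and -0.57 (exact p = 0.201), so at 15 months the p was under 0.05 on the first scaling and not on the second. Without the 2 arrays farthest from the median of miR-2288, r was -0.62 from the 24 arrays and -0.50 from the 23.

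**Figure D3:**
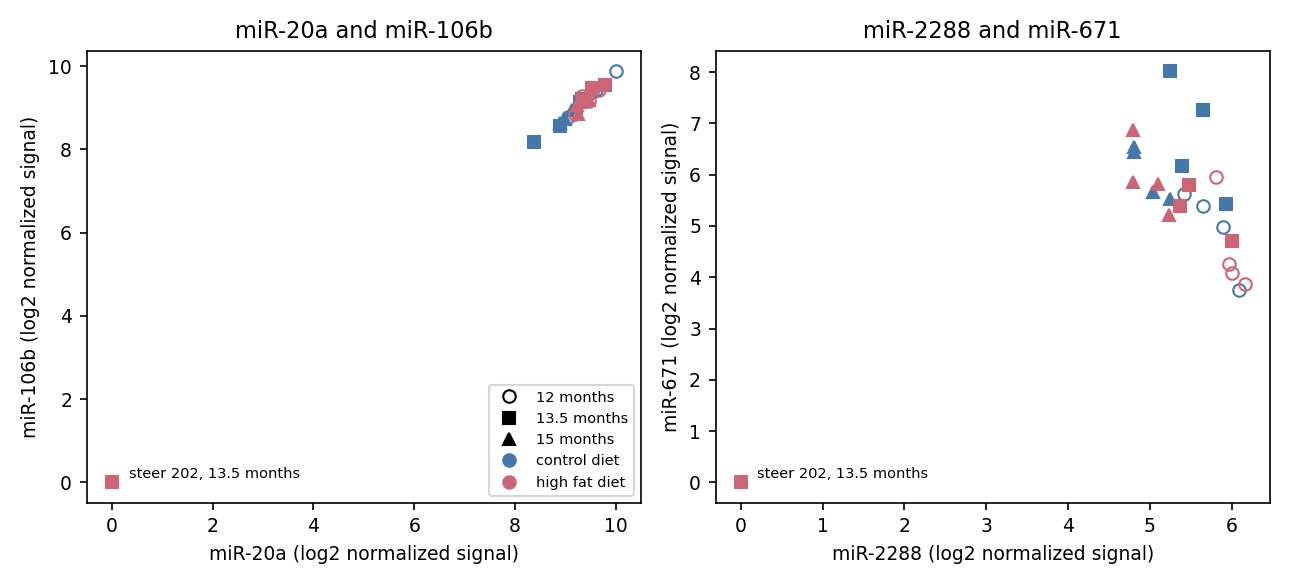
Log2 signal of miR-20a against miR-106b and of miR-2288 against miR-671 on each of the 24 arrays, with the marker giving the age in months and the colour the diet. The array of steer 202 at 13.5 months lies at 0 on every axis, since none of the 4 miRNAs was detected on it.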

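Over the 24 arrays, 366 pairs of core miRNAs had an R2 over 0.95, and all of these had a positive r. It was 6 without the array of steer 202 at 13.5 months, 10 without steer 202 at any age, 5 with the floor at the lowest detected signal of each array, and 624 after normexp background correction. With Spearman's rho in place of r, 3 pairs passed the limit, and 4 did after the first principal component was removed. In the authors' deposited log2 table, 49 pairs of its 154 core miRNAs passed the same limit, and 32 did so without the columns of steer 202. The median r was 0.836 for the 59 pairs of miRNAs that share a named cluster of Additional file 1 and 0.251 for all other pairs of the 143 annotated core miRNAs. The difference of 0.58 had a one-sided permutation p of 1e-04, the smallest that 10000 permutations of the cluster names can give. On the 23 arrays, the medians were 0.788 and 0.029.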

Relevant networks analysis revealed bovine miRNAs with coordinated expression that were likely to participate in common biological processes in adipose tissue. miRNA networks were generated by examining those miRNAs that exhibited highly correlated (R^2^ > 0.95) expression over the 24 adipose tissue samples (Figure 6). 

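The pairs over the limit joined 57 core miRNAs into 8 networks over the 24 arrays, with 43 miRNAs in the largest and 2 in each of the 7 others. Over the 23 arrays without that of steer 202 at 13.5 months they joined 11 miRNAs into 5 networks. The largest of these held miR-1777a, miR-1777b and miR-2881, and the others paired miR-106 with miR-93, miR-1584 with miR-1835, miR-17-5p with miR-20a, and miR-2305 with miR-2328*. In the authors' deposited table, whose miRNAs are not named in it, the same limit joined 34 miRNAs into 6 networks of 14, 12, 2, 2, 2 and 2 miRNAs. Without the columns of steer 202 it joined 27 miRNAs into 7 networks, the largest with 9 and 7 miRNAs.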

A total of six relevant networks composed of 34 miRNAs were generated, with 14 miRNAs in Network 1, 12 in Network 2 and 2 miRNAs in each of networks 3, 4, 5, and 6. 

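Of the 43 miRNAs in the largest network over 24 arrays, 38 were annotated, with 22 highly conserved (57.9%) and 8 poorly conserved. This composition depended on the array of steer 202 at 13.5 months, since over the 23 others the largest network held 0 highly conserved and 3 poorly conserved miRNAs, and without steer 202 at any age 0 and 5. In 4 of the 7 small networks, those of miR-1777a and miR-1777b, miR-1835 and miR-2374, miR-1839 and miR-532, and miR-2305 and miR-2328*, each annotated miRNA was poorly conserved. Highly conserved miRNAs were in 2 small networks, that of miR-199a-3p and miR-199a-5p and that of miR-30f and miR-378.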

The majority of miRNAs (70%) involved in the large networks 1 and 2 were highly conserved; while most miRNAs (6 out of 8) from small networks 3, 4, 5, and 6 were poorly conserved (Figure 6). Several miRNAs in the relevant networks were members of bovine miRNA clusters: miR-17-5p, 19a, 20a, 19b and 92 (cluster 17 ~ 92); miR-25 and miR-106b (cluster 106b ~ 25); miR-16b and 15b (cluster 16b ~ 15b) and miR-15a (cluster 16a ~ 15a) in Network 1. 

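The genes of the first cluster named above lie on the plus strand of chromosome 12 of UMD3.1, between 66226554 and 66227332. The 10 pairs among miR-17-5p, 19a, 20a, 19b and miR-92 had a median r of 0.992 over the 24 arrays, with 6 pairs over the R2 limit, and of 0.909 over the 23 arrays without that of steer 202 at 13.5 months, with only miR-17-5p and miR-20a over it (r = 0.987). The lowest r among them was that of miR-19b and miR-92 on both sets (0.836 and 0.788). For miR-25 and miR-106b, r was 0.996 and 0.913. For miR-16b and 15b, within SMC4 on chromosome 1 (107923236 to 107923476), it was 0.892 and 0.901. All 45 pairs of the 10 miRNAs named for Network 1 had a median r of 0.873 over the 24 arrays, with 15 over the limit, and of 0.910 over the 23. The lowest of these was that of miR-92 and miR-15a, whose r was 0.462 and 0.687.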

While in Network 2 let-7a and let-7b were members of the let-7a ~ let-7b cluster; let-7a, let-7d, and let-7f formed the let-7a ~ let-7d cluster and let-7f and miR-98 were members of the 98 ~ let-7f cluster. 

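The pair of let-7a and let-7b, with genes at 117119385 to 117120265 of chromosome 5 of UMD3.1, had an r of 0.922 over the 24 arrays and of 0.901 without the array of steer 202 at 13.5 months. Among let-7a, let-7d and let-7f, with genes at 86884872 to 86887517 of chromosome 8, the median r was 0.861 and 0.896 on these sets. For let-7f and miR-98, with genes in HUWE1 on chromosome X (96382628 to 96383614), r was 0.384 over the 24 arrays and 0.823 over the 23, and miR-98 was not detected on the array left out. No pair among these 5 miRNAs passed the R2 limit on either set. Between the 10 miRNAs named for Network 1 and these 5, the 50 pairs had a median r of 0.204 over the 23 arrays, from -0.05 to 0.67, compared with 0.799 within the 5.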

Interestingly, let-7a and let-7f were present in more than one cluster as each of them is coded by more than one miRNA gene located on different chromosomes. miRNA pairs in networks 3, 4, 5 and 6 were highly correlated but, their miRNA genes were not organized in clusters. For a full description of all miRNA clusters expressed in adipose tissue see Additional file 1. A frequency histogram of all pairwise correlations among miRNAs is shown in Additional file 2 and a hierarchical dendogram clustering the expression of all 155 AT core miRNAs is shown in Additional file 3. Quantitative RT-PCR confirmed (p < 0.001) the correlated expression of miR-19a and miR-19b in Network 1 and supported the microarray findings of coordinated expression among miRNAs that are members of the same network (Figure 7).

**Figure 6:**
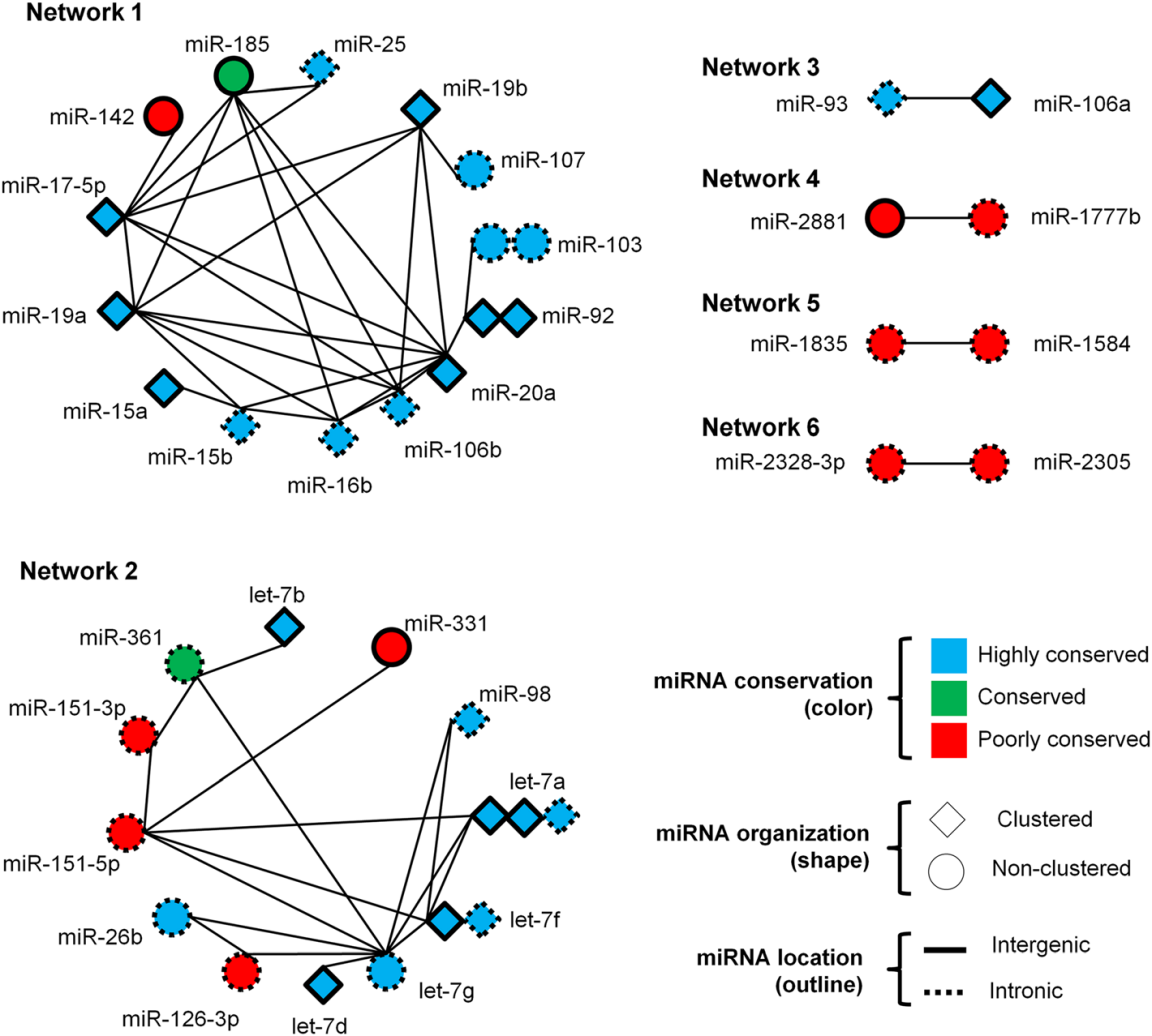
**Relevant networks of AT core miRNAs.** miRNAs with connecting lines have highly correlated (R^2^ > 0.95) expression patterns. miRNAs represented by multiple shapes indicates that they are coded at more than one genomic location. AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

**Figure 7:**
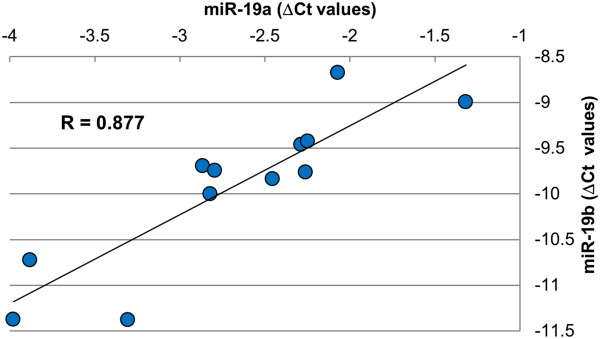
**Expression levels of miR-19a and miR-19b by qRT-PCR.** Δ Ct values were calculated as follow: ΔCt miR-19a = Ct miR-19a – Ct miR-181a and ΔCt miR-19b = Ct miR-19b – Ct miR-181a.

### AT core miRNAs hosted in protein coding genes

A total of 60 AT core miRNAs were located inside 60 protein coding genes. Most of them were intronic (n = 57), two were exonic and one was a mirtron. It is important to note that some of these genes host more than one miRNA such as minichromosome maintenance complex component 7 (*MCM7*) which contains miR-106b, 93 and 25. Also, some miRNAs are inside introns of more than one gene as is the case for miR-103 within the introns of pantothenate kinase 2 (*PANK2*) and pantothenate kinase 3 (*PANK3*). Therefore the biogenesis of intronic miRNAs does not always follow the rule of a host gene originating only one intronic miRNA or an intronic miRNA being generated by only one host gene. 

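The 3 miRNA genes of MCM7 lie on the plus strand of chromosome 25 of UMD3.1, with miR-93 at 36892249 to 36892325 and miR-25 at 36892449 to 36892532, downstream of miR-106b. Over the 23 arrays without that of steer 202 at 13.5 months, on which none of the 3 was detected, the log2 signal was 9.08 ± 0.34 (SD) for miR-106b, 8.69 ± 0.40 for miR-25 and 6.57 ± 0.47 for miR-93. Pearson's r of miR-93 with miR-106b was 0.930 over these arrays, and with miR-25 it was 0.884. The expression of MCM7 itself was not analysed here.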

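The copies of miR-103 lie on the minus strand of UMD3.1, within PANK3 on chromosome 20 (189857 to 189928) and within PANK2 on chromosome 13 (51742422 to 51742497). The array gives 1 value for both, so the share of each gene is unknown. The log2 signal of miR-103 was 9.17 ± 0.23 (SD) over the 23 arrays on which it was detected.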

Intronic miRNAs and their host genes may function in common in the same pathways as their expression might be coordinated. Therefore, functional analysis of genes possessing intronic miRNAs may reveal the biological functions of their miRNAs. IPA® software (http://www.ingenuity.com/) mapped 54 out of 60 genes hosting AT core miRNAs to the Ingenuity Knowledge Base revealing that these miRNAs are hosted by genes coding for kinases (n = 6), phosphatases (n = 2), other enzymes (n = 8), ion channel proteins (n = 2), transcription regulators (n = 7), a translation regulator (n = 1), transporters (n = 4), and other proteins (n = 24). These genes were further submitted to a Core analysis (functional analysis) that showed that 41 out of the 54 genes were associated (p < 0.05) with 25 categories of IPA molecular and cellular functions (Figure 8). The other 13 genes were not associated with IPA functions.

**Figure 8:**
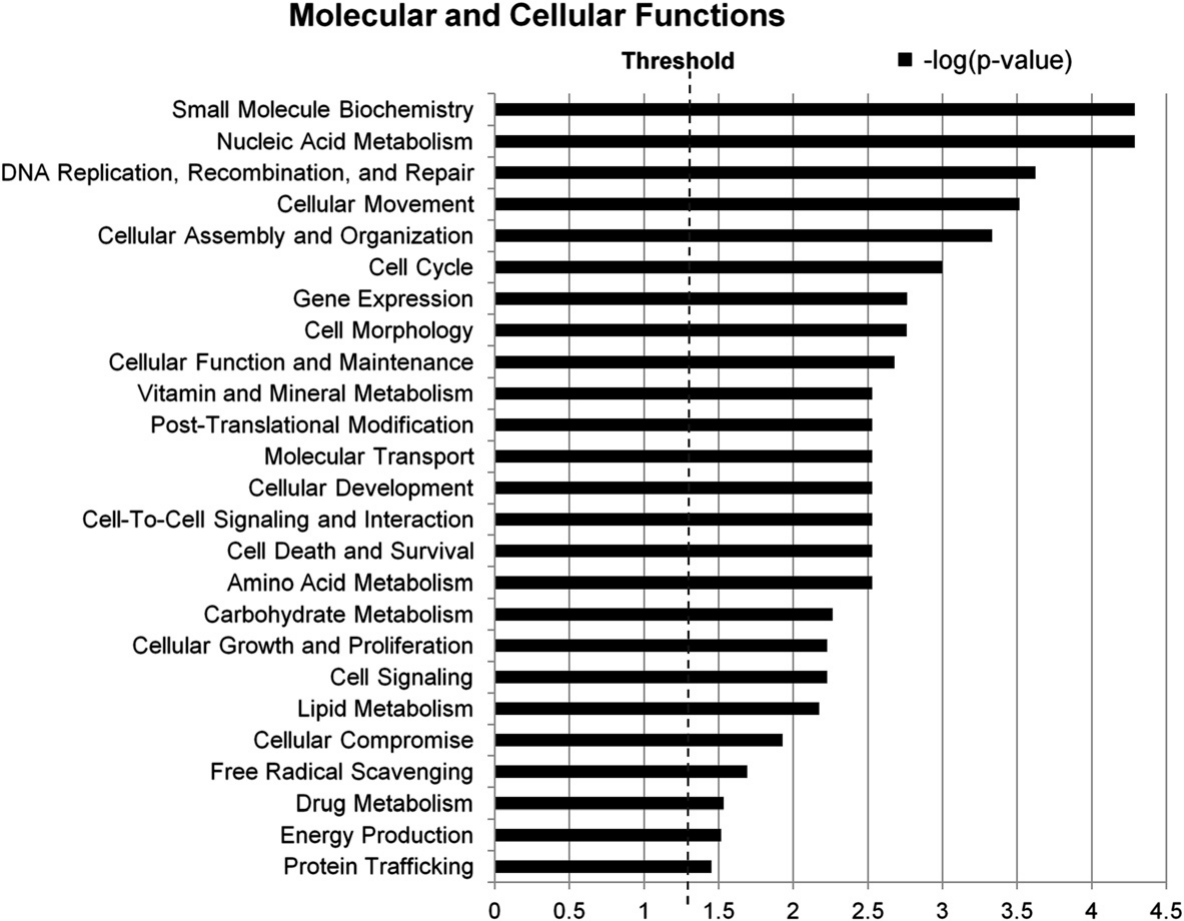
**Molecular and cellular functions of protein coding genes that host AT core miRNAs.** The likelihood of the association between the genes and a biological function is represented as –log(p-value), with larger bars being more significant than shorter bars. The vertical line indicates the cutoff for significance (p-value of 0.05). AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

Among the significant functions, several were related to general cellular metabolism such as small molecule biochemistry, cellular movement, cellular assembly and organization, cell cycle among others. A total of five genes were associated with lipid metabolism: E1A binding protein p300 (*EP300*), peroxisome proliferator-activated receptor gamma, coactivator 1 beta (*PPARGC1B*), platelet-derived growth factor receptor, beta polypeptide (*PDGFRB*), protein tyrosine kinase 2 (*PTK2*), and sterol regulatory element binding transcription factor 2 (*SREBF2*) (Table 1). Each of these genes hosted a single miRNA and a functional analysis indicated that these five genes were involved together in several aspects of lipid metabolism (Table 1).

**Table 1:** Functional roles of genes hosting adipose core miRNAs in lipid metabolism

**Functions annotation**	**p-Value**	**Molecules**
Concentration of lipid	5.72E-07	*EP300* (miR-1281), *PDGFRB* (miR-1777b), *PPARGC1B* (miR-378), *PTK2* (miR-151-5p), *SREBF2* (miR-33a)
Concentration of phosphatidic acid	4.74E-06	*EP300* (miR-1281), *PDGFRB* (miR-1777b), *PTK2* (miR-151-5p)
Quantity of phosphoinositide	1.59E-04	*PDGFRB* (miR-1777b), *PTK2* (miR-151-5p)
Quantity of myristic acid	9.03E-04	*PPARGC1B* (miR-378)
Quantity of sn-glycero-3-phosphocholine	9.03E-04	*EP300* (miR-1281)
Oxidation of lipid	1.47E-03	*PPARGC1B* (miR-378), *SREBF2* (miR-33a)
Concentration of palmitic acid	1.81E-03	*PPARGC1B* (miR-378)
Concentration of stearic acid	1.81E-03	*PPARGC1B* (miR-378)
Concentration of cholesterol	2.98E-03	*PPARGC1B* (miR-378), *SREBF2* (miR-33a)
Quantity of phosphatidylinositol-3-phosphate	3.01E-03	*PDGFRB* (miR-1777b)
Storage of cholesterol	4.51E-03	*SREBF2* (miR-33a)
Uptake of palmitic acid	4.51E-03	*PPARGC1B* (miR-378)
Metabolism of membrane lipid derivative	5.82E-03	*PDGFRB* (miR-1777b), *SREBF2* (miR-33a)
Quantity of phosphatidylinositol-3,4,5-triphosphate	9.00E-03	*PTK2* (miR-151-5p)
Synthesis of phosphatidylinositol-3,4,5-triphosphate	1.05E-02	*PDGFRB* (miR-1777b)
Oxidation of palmitic acid	1.20E-02	*PPARGC1B* (miR-378)
Accumulation of cholesterol	1.47E-02	*SREBF2* (miR-33a)
Synthesis of cholesterol	1.73E-02	*SREBF2* (miR-33a)
Synthesis of lipid	2.15E-02	*PDGFRB* (miR-1777b), SREBF2 (miR-33a)
Homeostasis of cholesterol	2.36E-02	*SREBF2* (miR-33a)
Hydrolysis of phosphatidylinositol	2.74E-02	*PDGFRB* (miR-1777b)

E1A binding protein p300 (*EP300*), peroxisome proliferator-activated receptor gamma, coactivator 1 beta (*PPARGC1B*), platelet-derived growth factor receptor, beta polypeptide (*PDGFRB*), protein tyrosine kinase 2 (*PTK2*), and sterol regulatory element binding transcription factor 2 (*SREBF2*).

The relationship between genes involved in lipid metabolism and their intronic miRNAs was further analyzed by comparing their expression using qRT-PCR. The analysis included *EP300* (miR-1281), *PPARGC1B* (miR-378), *PTK2* (miR-151-5p) and *SREBF2* (miR-33a). The expression of the pair *PDGFRB* (miR-1777b) was not assessed as it was not possible to design primers for miR-1777b owing to its very high GC content. A Pearson correlation analysis showed that expression of miR-1281 and miR-33a was correlated (p < 0.05) with their host gene, respectively, while no correlation (p > 0.05) with the host gene was observed for miR-378 and miR-151-5p (Table 2).

**Table 2:** Correlation analysis of host genes and intronic miRNAs expression by qRT-PCR

**Gene**	**miRNA**	**R**	**p-value**
*EP300*	miR-1281	0.624	0.030
*PPARGC1B*	miR-378	0.193	0.554
*SREBF2*	miR-33a	0.635	0.027
*PTK2*	miR-151-5p	0.001	0.996

E1A binding protein p300 (EP300), peroxisome proliferator-activated receptor gamma, coactivator 1 beta (PPARGC1B), sterol regulatory element binding transcription factor 2 (SREBF2) and protein tyrosine kinase 2 (PTK2). Correlation was significant at p < 0.05.

### Bovine specific miRNAs

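Of the 23 miRNAs that Additional file 1 marks as bovine specific, 21 were found on the array by name, and all 21 were core miRNAs. Each was detected on at least 20 of the 24 arrays, 14 on at least 23 and 6 on all of them. Their mean log2 signals had a mean of 6.59 ± 2.79 (SD over miRNAs). This was 0.25 above the mean of the 27 other poorly conserved core miRNAs (two-sided permutation p = 0.742). The difference from the 75 highly conserved core miRNAs was -1.90 (two-sided permutation p = 0.00103). The 2 not found by name, miR-126-3p and miR-2328-3p, are among the highest in the paper's Table 3, so their absence may lower this mean. Under the same numbers the array holds miR-126, miR-126* and miR-2328*, with mean log2 signals of 11.97, 7.69 and 9.61, which were not paired with them.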

Among the 57 poorly conserved AT core miRNAs, a total of 23 had seed regions (7 nucleotides at the 5′ end of miRNA) that are found only in bovine (Table 3). Three bovine specific miRNAs (miR-1584, miR-2412 and miR-2374) had different sequences; however, they shared the same seed region “UGGGGCU”. Except for miR-425-5p, all bovine specific miRNAs did not cluster and 13 out of 23 were located in intergenic regions. 

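In Additional file 1, 13 of the 23 bovine specific miRNAs are intergenic, 9 intronic and 1 exonic. The gene of miR-425-5p lies at 51543952 to 51544038 of chromosome 22 of UMD3.1, in a cluster with miR-191, and its log2 signal was 5.81 ± 0.38 (SD) over the 23 arrays on which it was detected.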

Expression of bovine specific miRNAs varied considerably and was as much as 70 fold higher for miR-2478 than that of miR-2882. Similarly, the numbers of predicted targets for each bovine specific miRNA were highly variable (Table 3).

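The mean log2 signals of the 21 bovine specific miRNAs found on the array had a median of 5.91, with miR-2885 lowest at 3.36, and 4 of them lay above the mean of the highly conserved miRNAs. The log2 signal of miR-2882, whose gene overlaps an exon of SMARCA4 (chromosome 7 of UMD3.1, 16664593 to 16664650), was 3.45 ± 1.70 (SD, 24 arrays), and it was detected on 20 arrays. The signal of miR-2478 minus that of miR-2882 was 11.46 ± 1.13 on the log2 scale (SD over 8 steers), from 10.20 to 13.72 between steers, or 2822-fold on the linear scale. The exact sign-flip permutation test over the 8 steers gave a two-sided p of 0.00781, the smallest that 8 steers allow, which concerns the signals of these probe sets and not how abundant the miRNAs are. Over the arrays on which miR-2882 was detected, the difference was 10.83 ± 0.46 (SD, 8 steers), or 1826-fold. The fold compares 2 probe sets and includes any difference in their affinity. The ratio of the paper's log means for these 2 miRNAs is 73.9, which is another measure than a fold on the linear scale.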

**Table 3:** Bovine specific miRNAs expressed in adipose tissue of all steers

**microRNAs**	**Chromosome**	**Cluster**	**Location**	**Host gene**^**1**^	**miRNA expression**	**Predicted targets**^**2**^	**Seed region**^**3**^
bta-miR-2478	chr9	no	intergenic	-	10.90 ± 0.63	116	UAUCCCA
bta-miR-126-3p	chr11	no	intronic	*EGFL7*	7.71 ± 0.63	26	GUACCGU
bta-miR-2305	chr13	no	intronic	*RIN2*	6.09 ± 1.19	109	GGGGGUG
bta-miR-2328-3p	chr18	no	intronic	*ZNF821*	5.39 ± 1.22	144	CCCCCUC
bta-miR-1584	chr3	no	intronic	*TAGLN2*	5.13 ± 0.85	135	UGGGGCU
bta-miR-2888	chr21	no	intergenic	*-*	4.60 ± 0.98	93	GUGGGGU
bta-miR-199c	chr19	no	intronic	*NUP88*	4.01 ± 0.38	704	ACAGUAG
bta-miR-2881	chr7	no	intergenic	*-*	3.95 ± 0.88	59	GGGCGGG
bta-miR-2332	chr19	no	intronic	*UTP6*	3.39 ± 0.39	392	GGUUUAA
bta-miR-2412	chr3	no	intergenic	*-*	3.34 ± 0.99	135	UGGGGCU
bta-miR-2455	chr7	no	intergenic	*-*	3.07 ± 1.14	413	CUGUGCU
bta-miR-2316	chr15	no	intergenic	*-*	2.53 ± 0.76	8	CUCCGGC
bta-miR-2374	chr22	no	intergenic	*-*	1.98 ± 0.83	135	UGGGGCU
bta-miR-2483	chrX	no	intergenic	*-*	1.62 ± 1.12	381	AACAUCU
bta-miR-2474	chr8	no	intronic	*SHB*	1.61 ± 0.96	5	ACCGGGC
bta-miR-425-5p	chr22	yes	intergenic	*-*	1.61 ± 0.66	74	UGACACG
bta-miR-2892	chr12	no	intergenic	*-*	1.52 ± 0.65	3	GCGACGG
bta-miR-1434	chr7	no	intronic	*EEF2*	1.02 ± 0.57	1134	AAGAAAU
bta-miR-2391	chr26	no	intergenic	*-*	0.55 ± 0.40	2732	AAAAAAA
bta-miR-2898	chr8	no	intergenic	*-*	0.37 ± 0.50	134	GGUGGAG
bta-miR-2424	chr5	no	intronic	*NCAPD2*	0.29 ± 0.49	225	GAUCUUU
bta-miR-2885	chr29	no	intergenic	*-*	0.20 ± 0.34	27	GGCGGCA
bta-miR-2882	chr7	no	exonic	*SMARCA4*	0.15 ± 0.23	19	GCCCGGG

^1^EGF-like-domain, multiple 7 (*EGFL7*), Ras and Rab interactor 2 (*RIN2*), zinc finger protein 821 (*ZNF821*), transgelin 2 (*TAGLN2*), nucleoporin 88 kDa (*NUP88*), UTP6, small subunit (*SSU*) processome component, homolog (yeast) (*UTP6*), Src homology 2 domain containing adaptor protein B (*SHB*), eukaryotic translation elongation factor 2 (*EEF2*), uncharacterized LOC509171 (*NCAPD2*), SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4 (*SMARCA4*).

^2^The amount of targets by miRNA is based on TargetScan prediction tool release 6.2.

^3^Includes 7 nucleotides at positions 2–8 starting at the 5′end of the mature miRNA sequence.

The potential regulatory functions of the 23 bovine specific miRNAs expressed in all cattle were investigated by performing individual target prediction analyses (TargetScan) [28]. Only targets predicted with total context^+^ scores ≤ -0.3 were selected to reduce false positive predictions [29]. As miR-1584, miR-2412 and miR-2374 have the same seed region, they were analyzed as one entry “miR-1584/2412/2374”. An IPA® Core Analysis was performed on predicted targets of each bovine specific miRNA in order to identify their function and elucidate the potential regulatory roles of these miRNAs. In combination, the 23 core adipose bovine specific miRNAs were predicted to regulate genes associated (p < 0.05) with 30 different molecular and cellular functions (Additional file 4). Fifteen of these were potential regulators of pathways related to lipid metabolism, carbohydrate metabolism and/or energy production as one or more of their predicted targets were involved (p < 0.05) with these functions (Figure 9). Additionally, these 15 miRNAs were also associated with predicted targets involved in other functions including cell-to-cell signalling and interaction. miR-2892 was the only bovine specific miRNA that was not associated with any predicted molecular and cellular function.

**Figure 9:**
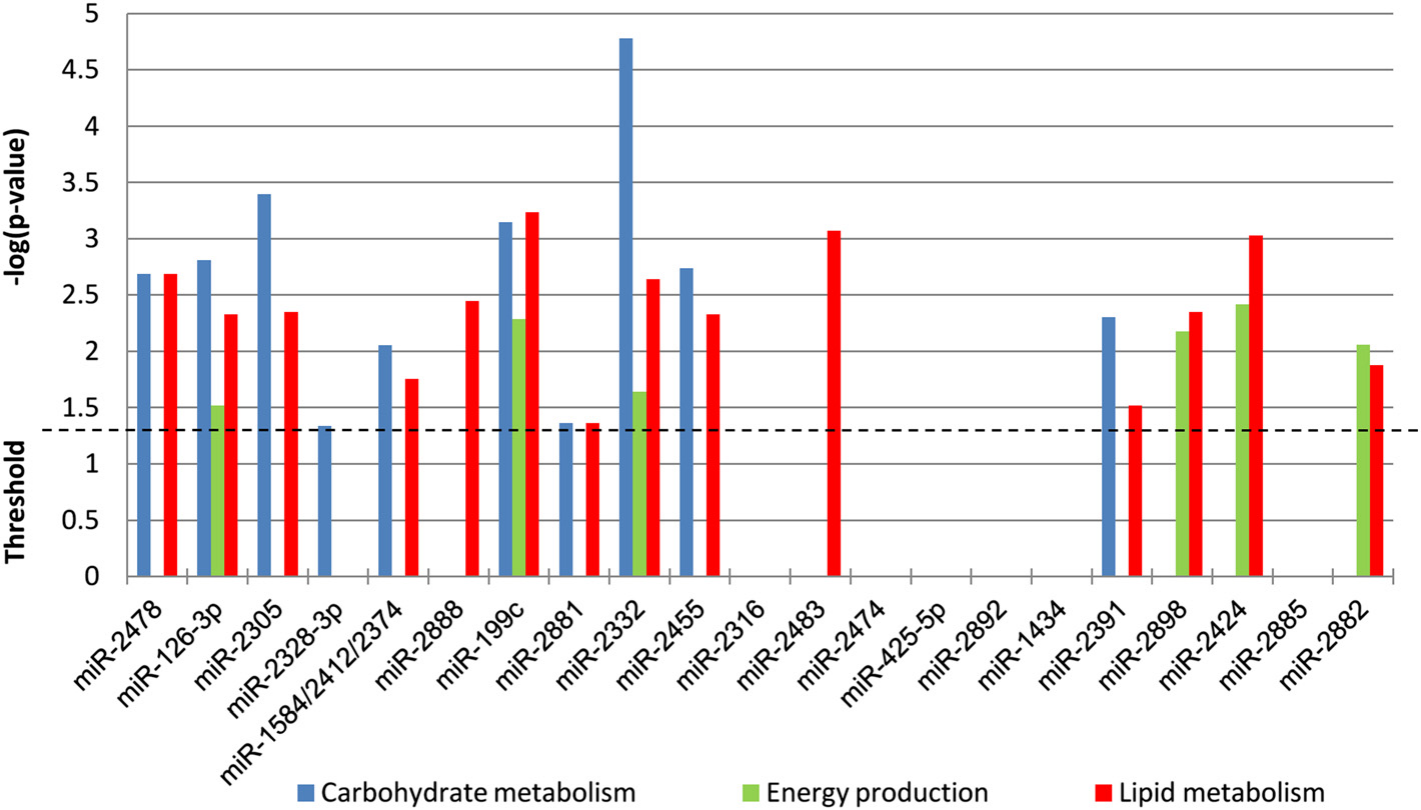
**Association of predicted targets from bovine specific miRNAs to energy production, carbohydrate, or lipid metabolism.** The likelihood of the association between the genes and a biological function is represented as –log(p-value), with larger bars being more significant than shorter bars. The vertical line indicates the cutoff for significance (p-value of 0.05). AT core miRNAs consist of miRNAs detected in the subcutaneous adipose tissue of all steers.

## Discussion

Knowledge of miRNA biology has been growing consistently over the past few years, but a clear understanding of their role in the regulation of cellular metabolism remains elusive. miRNAs are a group of diverse regulatory molecules with potential to target hundreds of genes [30] and integrate complex molecular regulatory networks. Studies have focused on identifying differential expression of miRNAs in adipose of individuals submitted to opposite conditions such as low fat vs. high fat diet treatments [31] or lean vs. obese individuals [32] which reveals only particular aspects of miRNA biology in adipose tissue. However, in this study we aimed to perform a more holistic approach by focusing on the genomic context features of miRNA genes and their global expression under physiological adipose tissue conditions.

The genome of animals is mostly non-protein-coding and evidence suggests that the amount of non-coding DNA and non-coding RNA transcribed from it correlates well with the biological complexity of organisms in the tree of life [33]. To date, the amount of miRNAs identified in bovine (n = 755) is the third highest in mammals following to those of human (n = 2042) and mice (n = 1281) [34]. Bovine miRNAs are not evenly distributed within the genome as numbers may vary up to 10 fold among individual chromosomes (Figure 1). Chromosome X of several mammalian species has been reported to have a higher miRNA density (# miRNA/chromosome size) as compared to those associated with autosomes [35]. Interestingly, chromosome X had the highest number of AT core miRNAs expressed in our study, suggesting a relevant role of this chromosome and its miRNAs in the function of adipose tissue. This variation in distribution may contribute to the differences in fat metabolism observed between male and female mammals in a manner analogous to the proposed role that miRNAs on chromosome X have on immune functions between female vs. male in humans and mice [36]. No bovine miRNA gene was identified on Chromosome Y. This could reflect the fact that the reference bovine genome (UMD3.1) was generated from a cow. However, it is expected that few miRNAs are coded in the bovine chromosome Y as other mammals such as mice have none (0/1281 miRNAs) and humans only have 2 out of 2042 miRNAs coded on chromosome Y [34].

A total of 155 miRNAs were consistently detected in samples of subcutaneous adipose tissue from all individuals. However, it is probable that these miRNAs are not exclusively associated with adipocytes as adipose tissue is also composed of preadipocytes, macrophages, endothelial cells and stem cells. Therefore the results from this study reflect the possible role of miRNA in the regulation of adipose tissue as a whole. The core adipose miRNAs were heterogeneous in terms of genomic context and conservation status. A large portion (44.5%) of the miRNAs that integrated the core adipose miRNAs was organized in clusters (Figure 2). They differed from non-clustered miRNAs due to their close proximity on the genome (< 10 kb), indicating that they may be subjected to coordinated expression, by sharing the same promoter [37]. Interestingly, adipose core miRNAs that organized in clusters were both from the same (e.g. cluster including let-7a, -7d, -7f in chr. 8) or different miRNA families (e.g. cluster including miR-17-3p, -18a, -19a, -20a, -19b, -92 in chr. 12). The presence of miRNAs from different families in the same cluster suggests that coordinated expression of these miRNAs enables regulation of different target messenger RNAs, and consequently to control expression of different genes within a common pathway [38,39]. Adipose core miRNAs were coded mainly in intergenic regions (59.5%); however, intronic miRNAs were also numerous (38.7%). miRNAs encoded in intronic regions are generally co-expressed with the host gene and may represent an auto-regulatory mechanism [40]. They may also support host gene expression by either down-regulating antagonist genes or fine-tuning the expression of genes (miRNA targets) that co-operate with the host gene in specific biological processes [41]. Exploring the functions of genes hosting intronic miRNAs may provide insight into the role of these molecules in bovine adipose tissue.

The behaviour of core adipose miRNAs followed a trend in which expression was inversely correlated to miRNA variation among different samples. miRNAs highly expressed had more consistent levels among samples, while miRNAs lowly expressed were more variable (Figure 3) which resembles the behaviour of genes as observed in a study that profiled the expression of 11,335 transcripts in lymphoblastoid cell lines from 210 humans [42]. The nature of the function performed by each gene is likely to influence the level of expression variation in the population [43], which might also occur to miRNAs. In addition, highly conserved miRNAs expressed higher than poorly conserved miRNAs (Figure 4). This result supports the idea that consistently high expressed miRNAs play critical roles in the regulation of cellular processes in bovine adipose tissue as they tend to be maintained by natural selection in most vertebrates (highly conserved miRNAs). This idea is also corroborated by the fact that highly expressed miRNAs are under intense selective pressure to maintain sequence uniformity while lowly expressed miRNAs tend to have much lower selection pressure being more prone to evolve rapidly [44]. Conservation status of bovine miRNAs was also associated to the amount of targets predicted by TargetScan (Figure 5) as highly conserved miRNAs had approximately three times more targets than poorly conserved miRNAs. Although computational tools such as TargetScan are powerful predictors of miRNA targets, they may generate false positive results. Our results are supported by a human study that reported that highly conserved miRNAs had higher repression efficiency (repression level and amount of targets) as compared to less conserved miRNAs [45]. And that might be partially influenced by the fact that in general highly conserved miRNAs are higher expressed then less conserved miRNAs. The behavior of highly conserved miRNAs was similar to that of clustered miRNAs in terms of expression (Figure 4) and amount of predicted targets (Figure 5). This is explained by the fact that highly conserved miRNAs tended to be organized in clusters, while less conserved miRNAs were more unclustered. The association between miRNA conservation and miRNA genomic organization was evident when miRNA relevant networks analysis was performed (Figure 6).

It is challenging to determine the scope of miRNA regulation in a biological process as each miRNA may target several mRNAs and each mRNA may be regulated by multiple miRNAs [46]. Evidence shows that miRNAs may work in a coordinated fashion to regulate gene expression in complex networks [47] and co-expressed miRNAs might be part of mechanisms of functional redundancy and cooperation [48]. For example, a study has shown that miR-370 regulated the expression of lipogenic genes indirectly by controlling the expression of miR-122 [49]. However, identifying miRNA functional networks is difficult as computational prediction tools are not accurate enough to identify only the true miRNA targets. Therefore, relying on miRNA expression data is an important piece of information to determine which miRNAs are functioning in a coordinated manner to regulate a certain biological process. Our study identified six relevant miRNA networks using miRNA expression data, suggesting that miRNAs regulate gene expression in bovine adipose tissue in a coordinated fashion. Although it is not possible to define the exact roles of each miRNA network identified in adipose tissue, some of the miRNAs identified have already been studied. For example miR-17-5p, 19a, 20a, 19b and 92 (Network 1) are part of the cluster 17 ~ 92 which was shown to be up-regulated during the clonal expansion step of adipocyte differentiation of 3T3-L1 cells [50]. Over-expression of cluster 17~92 accelerated adipocyte differentiation and triglyceride accumulation by targeting and negatively regulating the gene coding tumor suppressor retinoblastoma-like 2 (p130) [50]. miR-103 and miR-107 were found to be up-regulated in adipocyte differentiation [51] and have been reported to play a role in the regulation of insulin sensitivity [52]. In this context it is likely that Network 1 is involved in the regulation of the development and metabolism within bovine adipose tissue. Similarly, Network 2 has miRNAs known to regulate adipogenesis, such as the highly expressed let-7 family which has been reported to regulate the transition from clonal expansion to terminal differentiation of adipocytes [53]. The identification of let-7a, let-7b, let-7d, let-7 g, let-7f, and miR-98 in Network 2 also gives credibility to the identification of miRNAs co-expression by Relevant Network Analysis as all miRNAs cited above are members of the let-7 family of miRNAs. The smaller networks (4, 5, and 6) may play a role in the regulation of bovine adipose tissue in more limited ways as they were poorly conserved and some were bovine specific (miR-2881, -2328, and 2305). Therefore, these miRNA regulatory networks may contribute to species-specific metabolic characteristics in adipose tissue of bovines or other ruminants as previous studies have pinpointed that bovine adipogenesis is different than that of other species including human and mice [54,55]. Functional studies and experimental validation of target genes of bovine specific miRNAs may shed some light on their specific roles in the function of bovine adipose tissue. Many other AT core miRNAs (n = 33) that were not included in the relevant networks were also organized in clusters suggesting that their expression might also be coordinated with other members of the cluster.

Coordinated expression does not only occur with miRNAs, but intronic miRNAs expression may also be coordinated with host genes [56]. This study revealed that 39% of core adipose miRNAs were coded within introns of host genes (Figure 2) involved in a multitude of cellular and molecular functions (Figure 8). Defining the function of these host genes may help identify the regulatory role of intronic miRNAs, as they may assist the expression/function of the host gene [57] or be involved in the same biological process. In the context of adipose tissue, five intronic miRNAs were identified as being associated with genes potentially involved in lipid metabolism (Table 1). In fact, some of these miRNAs have already been reported to play a role in adipogenesis or lipid metabolism including miR-378 which was found up-regulated in steers with high levels of subcutaneous fat [25]. This miRNA has also been reported to increase the size of lipid droplets in mice ST2 cells when over-expressed [58]. Similarly, miR-33a was found to be involved in the regulation of β-oxidation of fatty acids, cholesterol homeostasis and insulin signalling [59]. Interestingly, anti-miR-33 therapy is under investigation as a promising method to treat cardiometabolic diseases [60]. miR-33a expression in subcutaneous adipose tissue was significantly correlated with its host gene *SREBF2* (Table 2), a transcription factor that controls the expression of other genes involved with cholesterol metabolism [61]. These findings are in agreement with findings that show coordinated expression of miR-33a and *SREBF2* over a range of tissue types [62]. miR-1281 also showed a coordinated expression pattern with its host gene (*EP300*). It is possible that miR-1281 might play a role in adipogenesis as EP300 is a transcriptional co-activator of CCAAT/enhancer binding protein α (C/EBPα) [63], which is a critical transcription factor for adipocyte differentiation [64]. Expression of miR-378 and miR-151-5p did not correlate with expression of their host genes, but this observation does not rule out the possibility that coordinated expression could still occur. For instance, miR-378 in bovine is coded in two different genomic locations, one is located in an intron of *PPARGC1B* gene in chromosome 7 (precursor miR-378-1) and the other in an intergenic region in chromosome 4 (precursor miR-378-2). Therefore, *PPARGC1B* expression is not the only source for miR-378, which may explain why a significant correlation was not found between miR-378 and *PPARGC1B* levels. PTK2 is a signaling molecule that can promote cell motility [65] and its expression has been reported to be coordinated with miR-151 in hepatocellular carcinoma tissue samples [66]. This could be why in adipose tissue of uniform and healthy steers the coordinated expression between miR-151-5p and *PTK2* was not observed. Others have shown that coordinated expression between intronic miRNAs and host gene does not always occur as intronic miRNAs can also be independently transcribed from host genes [67,68].

The group of poorly conserved miRNAs identified in this study includes a subset termed as bovine specific miRNAs, which represent miRNAs with a seed sequence unique to *Bos taurus*. They accounted for approximately 15% of the bovine core adipose miRNAs and were typically non-clustered (Table 3). miRNAs are rarely lost when an animal lineage acquires them [69], therefore bovine specific miRNAs are likely to be evolutionary younger than highly conserved miRNAs as they are not found in other mammalian groups such as primates or rodents. The species specificity of these miRNAs suggests that they may perform a regulatory function that is unique to adipose tissue metabolism in *Bos taurus* or other ruminants. In general, species specific miRNAs tend to be less expressed than highly conserved miRNAs, but bovine specific miR-2478 was the most highly expressed miRNA in all animals from our study suggesting it has an established role in bovine adipose tissue. In addition, miRNAs highly expressed are reported to be under a high selective pressure to maintain their sequence unaltered in comparison to lowly expressed miRNAs that are rapidly evolving with frequent mutations [44]. Analysis of predicted targets for bovine specific miRNA revealed that 17 out of 23 of these core adipose miRNAs may be involved in different aspects of adipose tissue energy balance by targeting genes involved in lipid metabolism, carbohydrate metabolism and/or energy production (Figure 9).

The importance of miRNAs is becoming more evident in the regulation of every biological process in mammals. Understanding how miRNAs influence adipogenesis and fat metabolism is fundamental to develop strategies to manipulate adiposity in beef cattle. Progress has been made in identifying quantitative trait loci (QTL) [70] and genes for economically important traits in cattle. miRNAs add an extra dimension of complexity to the regulation of fat metabolism and adipogenes, therefore; they should be incorporated to genetic studies in order to better understand how complex traits are controlled. Future studies investigating the dynamics of miRNAs in adipose tissue might consider RNA-seq to further explore novel miRNAs as microarrays are not able to profile the expression of unknown miRNAs. High throughput sequencing studies focussing on miRNAs in bovine adipose tissue are still lacking, but a recent study in swine identified a total of 409 unique miRNAs in subcutaneous and visceral fat depots [71] which suggests that there are still many unknown miRNAs expressed in bovine adipose tissue that our microarray study was not able to detect. Another limitation that microarray technology might present for studies comparing the expression of different miRNA species is that signal intensity from hybridization might be affected by factors such as probe sequence (GC%) [72,73].

## Conclusions

In conclusion, the core adipose miRNAs are widely spread on bovine chromosomes, and genomic context features such as miRNA organization in clusters and miRNA evolutionary conservation were associated with their expression and quantity of predicted targets. Core adipose miRNAs are likely to work collectively as their expression revealed that 34 of them are part of six regulatory networks, with each displaying a unique coordinated behavior. Another instance of coordinated expression was identified between two intronic miRNAs and their host genes involved in lipid metabolism (miR-33a/*SREBF2* and miR-1281/*EP300*), suggesting these miRNAs regulate the lipid metabolism pathway that involves their host genes. The specific functions of miRNAs are largely unknown, especially for species specific miRNAs. The bovine specific miRNAs expressed in all animals accounted for almost 15% of the core adipose miRNAs. They are likely to be involved in aspects of adipose tissue metabolism that are unique to bovines and or ruminants with the predicted targets suggesting that 17 of them play a role in regulating the energetic balance of bovine adipose tissue. The results obtained in this study expand our understanding on miRNA functions and behaviour in bovine adipose tissue which might help the development in the future of new strategies to manipulate adiposity in beef cattle improving meat quality and animals productivity.

## Methods

### Animal study and sample collections

A total of eight, 12 month old British-continental crossbred beef steers were housed in individual pens at the Lethbridge Research Centre. Steers were selected based on similar body weight (452 ± 22 kg) and offered either a low fat diet containing 2.7% fat, (Control group, n = 4) or a high fat diet containing 7.1% fat. (High fat group, n = 4) *ad libitum*. Fat content of the diet was increased by including 10.0% flaxseed in the diet. Steers had free access to water and diets were fed for 14 weeks until steers were slaughtered at about 15.5 months of age. Throughout the experiment several performance measures were recorded including body weight gain, feed intake and feed conversion. Carcass traits including cutability, backfat thickness and adipocyte size were also recorded and reported previously [74,75]. Subcutaneous fat was collected from each steer through biopsy at three six-week intervals (12, 13.5 and 15 months). The first biopsy collection (0.2-0.5 g) was performed at 15 cm to the left of the last thoracic vertebrae of each steer. Subsequent biopsies were performed within the same area but 4 and 8 cm left of the scar from the initial biopsy. Subcutaneous fat (backfat) samples were immediately frozen in liquid nitrogen, and stored at - 80°C until analyzed. The animal study was approved by the Animal Care Committee of Lethbridge Research Centre, Agriculture Agri-food Canada with ACC# 0930.

### RNA extraction

Total RNA extraction was performed by homogenizing the fat tissue samples with TRIZOL® (TRI reagent, Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions for samples with high fat content. The concentration of total RNA was measured using the NANODROP® spectrophotometer ND-1000 (Thermo Scientific, Waltham, MA, US) and RNA integrity was measured using the Agilent 2100 BIOANALYZER® (Agilent Technologies Deutschland GmbH, Waldbronn, Germany). RNA with integrity number (RIN) >7.8 and concentration > 200 ng/μl was used for miRNA microarray and qRT-PCR analysis.

### Microarray analysis

miRNA profiling of subcutaneous adipose tissue samples (n = 24) at three different time points (12, 13.5, and 15 months) from 8 cattle (4 fed each of the two diets) was performed. AGILENT 8 × 15 K miRNA array V3 (Agilent Technologies, Santa Clara, CA, USA) was customized to profile 672 bovine miRNAs based on the miRBase (Release 15). In brief, total RNA (100 ng) was firstly labeled with the AGILENT miRNA Complete Labeling and Hyb Kit (Version 2.1) by dephosphorylation with calf intestinal phosphatase, followed by denaturing and ligation with Cyanine3-pCp at the 3′ end. The labeled RNA was hybridized with array slides with hybridization buffer and 10X GE blocking agent, and incubated at 55°C for ~20 hours. Finally, the arrays were washed with GE buffers and scanned at 5 μM resolution on an Agilent G2565CA High Resolution Scanner (Agilent Technologies). Data were processed through Agilent’s Feature Extraction software version 10.7.3.1 and the data was normalized to the 75th percentile using GeneSpring GX 11.5 (Agilent Technologies).

### miRNA genomic context and conservation status analysis

Genomic context characteristics of the core bovine adipose miRNA genes and miRNA conservation status were obtained using online bioinformatics search tools. Bovine miRNA organization was classified as clustered or unclustered using the cluster search tool from miRBase (http://www.mirbase.org/search.shtml) considering clustered miRNAs as those with inter-miRNA distance of less than 10 kb and within the same DNA strand [76]. miRNAs on bovine genome were classified according to their location as intronic (located in introns of genes), intergenic (located in regions outside transcription units), exonic (overlap an exon of a gene) and mirtron (its pre-miRNA sequence represents the entire length of an intron) [38]. miRNA genomic location was searched in the cow genome assembly UMD3.1 using the NCBI Map Viewer (http://www.ncbi.nlm.nih.gov/mapview/) and Ensemble genome browser (http://uswest.ensembl.org/index.html). Core adipose miRNAs were classified according to their conservation status as highly conserved, conserved or poorly conserved by searching the TargetScan 6.2 database for conservation of miRNA families (http://www.targetscan.org/cgi-bin/targetscan/mirna_families.cgi?db=vert_61) [28].

### Bioinformatics analysis

miRNA relevant networks were created by connecting adipose core miRNAs according to the correlation (R^2^ ≥ 0.95) of their expression over 24 samples using Relevance Networks tool [77] from the Multiple Array Viewer from Multi Experiment Viewer software (v.4.8) [78]. Prediction of target genes was performed for each core adipose miRNA using TargetScan 6.2 for mammals and customized by species (cow/Bos taurus) (http://www.targetscan.org/vert_61/). Functional analysis of genes hosting adipose core miRNAs located inside their introns was performed through IPA Core Analysis (Ingenuity® Systems, http://www.ingenuity.com). The same method was used for the functional analysis of miRNA predicted targets. Right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function was relevant to the assigned data set with significance designated at p < 0.05.

### Dataset

All the microarray data in this study are in compliance to MIAME guidelines and the data have been deposited in the publicly available NCBI’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE50489 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50489.

### miRNA and gene expression validation by qRT-PCR

Candidate intronic miRNAs were selected for qRT-PCR validation based on the functional analysis of their host genes. Genes associated with lipid metabolism and their intronic miRNA were selected for qRT-PCR. miRNA expression was carried out with TAQMAN® miRNA assays according to the manufacturer’s recommendation (Applied Biosystems, Foster City, CA, USA). Briefly, cDNAs were reversely transcribed from 10 ng of total RNA using 5X specific miRNA RT primer and were amplified using a 20X TAQMAN® miRNA assay. Fluorescence signal was detected with an ABI STEPONEPLUS Real-time PCR System detector® (Applied Biosystems). In order to asses gene expression, first strand was obtained from total RNA for each sample using random primers and reverse transcription reagents (Invitrogen, Carlsbad, CA, USA) according to manufacturer’s guidelines. Each PCR reaction (20 μL) consisted of 2 ng of template cDNA, 2× SYBR Green I Master Mix buffer (10 μL, Applied Biosystems, Foster City, CA), and 300 n*M* forward and reverse primers. Fluorescence signal was detected with an ABI STEPONEPLUS Real-time PCR System detector® (Applied Biosystems) using the following conditions: 2 min at 50°C, 10 min at 95°C, 40 cycles of 15 s at 95°C and 1 min at 60°C.

A total of 12 samples from six steers (3 from each diet) at two different ages (12 and 15 months) were used for qRT-PCR analysis with a total of 3 technical replicates per reaction for both intronic miRNA and host genes. bta-miR-181a was selected as the reference for miRNA analysis while beta-actin was used as reference for gene expression in this study due to their uniform expression among all samples, with coefficients of variation of 0.029 and 0.044 respectively. The sequences of primers used for qRT-PCR in this study are shown in Additional file 5. Gene expression was analyzed by relative quantification (delta delta Ct method).

### Statistical analysis

The means of miRNA expression and predicted targets according to miRNA conservation status (highly conserved vs. conserved vs. poorly conserved) were analysed by one-way ANOVA and compared by Tukey’s test. Comparisons of means involving miRNA organization (clustered vs. non-clustered miRNAs) and miRNA location (intergenic vs. intronic miRNAs) were performed by a two tailed t-test. The miRNA expressions from qRT-PCR were tested for normality and equal variances, and submitted to an one-way ANOVA and the means were compared by Tukey’s test. Differences were considered statistically different at p < 0.05 and analyses were performed with SAS software (v.9.0).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

All authors contributed extensively to the work presented in this paper. JMR, WJ, MH, TM, and LLG designed the experiment. JMR, WJ, TM, performed the experiment. JMR, WJ and LLG analyzed the data and wrote the manuscript. MH, TM contributed to revision of the original manuscript. LLG had primary responsibility for final content. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Genomic context, conservation and expression of AT core miRNAs. Click here for file

Additional file 2 Frequency histogram of all pairwise correlations among AT core miRNAs. Click here for file

Additional file 3 Hierarchical dendogram of the expression of all 155 AT core miRNAs. Click here for file

Additional file 4 Molecular and cellular functions of predicted targets of bovine specific miRNAs. Click here for file

Additional file 5 **Primer sequences for qRT-PCR.** Click here for file

# Supplementary material for: MicroRNAs in bovine adipogenesis: genomic context, expression and function
**Source:** BMC Genomics. 2014 Feb 18;15:137. doi: 10.1186/1471-2164-15-137
**Supplement:** Additional file 5 — Primer sequences for qRT-PCR.

| **Table S3. Primer sequences for qRT-PCR** | | | |
| --- | --- | --- | --- |
| **Gene** | **Description** | **Direction** | **Sequence 5’ - 3’** |
| ACTB | Beta-actin | Forward | CTAGGCACCAGGGCGTAA |
|  |  | Reverse | CCACACGGAGCTCGTTGTA |
| EP300 | E1A binding protein p300 | Forward | GCCTTCGAAGAGATCGATGGT |
|  |  | Reverse | TACTCTCCTCTGGTTGGGCG |
| PPARGC1B | peroxisome proliferator-activated receptor gamma, coactivator 1 beta | Forward | CGGCCTTGTGTCAAGATGGA |
|  |  | Reverse | AGGTGAGGTGCTTGTGTAGC |
| PTK2 | protein tyrosine kinase 2 | Forward | CCAAATGGAGCCAGTGAACCT |
|  |  | Reverse | AAGCACGTGGCCTGCTATG |
| SREBF2 | sterol regulatory element binding transcription factor 2 | Forward | GGGAGACCTACCACGCATC |
|  |  | Reverse | GCTTCATGCAGGAACACCTT |

How the deposited data were processed for this re-analysis (not part of the article)

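The series holds 24 arrays, 1 for each of 8 steers at 12, 13.5 and 15 months of age, with 4 steers on each diet. Conditions and steer numbers were taken from the sample labels and the paper's methods. The unit of replication was the steer, since the 3 arrays of a steer come from 1 animal.

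The intensity values of the scanner files were made by the authors with Agilent Feature Extraction 10.7.3.1, which by the file headers subtracts the background, sums the probes of a miRNA to its total gene signal, and sets a placeholder of 0.1 where a miRNA is not detected. The log2 values of the deposited series table were made by the authors by normalization to the 75th percentile in GeneSpring GX. The table holds values for 224 of its 672 entries, and the rule behind the 448 empty ones is not given in the sources used here. It was set against the scanner files by array. The entries of the table carry no miRNA name, so they were used unnamed, as an alternative. On 21 arrays its scale, its centring on 1 constant per array and its floor of 0 are known from this comparison, and for the 3 columns of steer 202 they stay unknown. The medians of its columns ranged from 0.968 to 2.09. Additional file 1 gave location, cluster, conservation and the authors' mean expression for 155 miRNAs at 173 loci, and 12 of its names were not found on the array. Of Additional file 2, the first 1999 of 11935 correlations were used.

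From the scanner files, the total gene signal was scaled per array to an equal 75th percentile over the miRNAs detected on all arrays, floored at 1 and put on the log2 scale. Where arrays were left out, the remaining ones were scaled again among themselves, unless said otherwise. The scanner files used here hold no mean spot signal, so normexp background correction (offset 50) took the median spot signal with the median local background in its place. Spots that the software marked as outliers were left out of that alternative, and no spot was saturated. On the 23 arrays other than that of steer 202 at 13.5 months, 2427 to 4489 of 13440 miRNA spots were well above background.

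Means of classes of miRNAs were compared by two-sided permutation tests over miRNAs (100000 permutations), clustering with conservation by Fisher's exact test, and pairs in clusters by permuting cluster names (10000 permutations). Single pairs were tested by all 40320 orders of the steers and by exact permutation within each age. Networks joined pairs with an R2 over 0.95. Age and diet were tested with limma on the 254 miRNAs detected on at least 4 arrays, in 1 fit of the 6 groups of diet and age, with Benjamini-Hochberg adjustment and a threshold of 0.05. The tests, the alternatives and the rule for naming miRNAs were set before the data were examined, apart from the alternatives that the closing section says were added. By that rule, the text names each miRNA that the paper's results or Table 3 name beside array data, the extremes of the core miRNAs by mean and SD, the pairs with the highest and lowest r, and the 5 largest changes in each direction among the miRNAs past the threshold of the age and diet tests. The values that the paper's tables print had been seen when the rule was set. Other names are of miRNAs behind small counts or left out of Additional file 1, and were chosen after their values were seen.

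The steers pair the arrays of different ages, since each was sampled 3 times. The deviations of a steer from its group means correlated between ages by -0.233 to 0.388, with a consensus correlation of 0.038 from limma.

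The fit was tested on simulated data with the 254 miRNAs, of which 60 were changed in each of 20 sets. For 15 against 12 months it recovered 29.5% of changes of 1 log2 unit, 61.8% of 2 units and 97% of 4 units, with 2.92% of the calls wrong. For diet at 15 months it recovered 21.8%, 44.8% and 82.8%, with 2.49% of the calls wrong. The simulated sets of the fit had independent normal noise, with no floor and no array far from the others, so these rates may not hold for the real arrays. The steps for networks and cluster pairs recovered 100% of what had been planted in 20 simulations each, and the cluster test passed its threshold in 10% of 20 simulations without an effect. The planted networks had little noise around a shared factor, so their recovery was nearly fixed in advance. The class test passed it in 100% of 200 simulations with a difference of 1 SD and in 6.5% of 200 without one.

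The alternatives covered the scaling, the background correction, the floor, the definition of detection, the set of core miRNAs, the slide and steer as blocks, each steer left out, the tests named in the methods, and the authors' values. The predicted targets, the functional analyses of genes, and the qRT-PCR were not analysed here. The versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.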

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

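Chosen only after the result was seen were the tests of the array of steer 202 at 13.5 months (its negative control spots, an exchanged label, and its weight in the correlations), and for the core miRNAs absent from Additional file 1 the test of older names and the count of those above the authors' constants. In 19 groups of 4 to 8 values, 2 held a value far from the others, and chance gives about 1 in 20.

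The array of steer 202 at 13.5 months (high fat diet) had a negative control median of 301.75, far from the 3 other arrays of its group, of which the nearest had 46. Its 121 detected miRNAs were the fewest of the 24 arrays. An exchange of labels with another array of the series is argued against by its rank correlations over miRNAs. The highest with any other array was 0.485, while the lowest between any 2 of the 23 others was 0.805. Unspecific signal on all spots stays open, since the bright negative control spots (37 to 47.5 on the other arrays) are what set the array apart and so do not test it. The median signal of its miRNA spots was 333, against 37 to 48 on the other arrays, while their median local background was 35. Raised signal on miRNA spots as well goes with that explanation, without settling its source. A sample from outside the series stays open too. So does damaged RNA, although the paper states that RNA above a set integrity number was used, without a value for single biopsies. A trait of this steer at this age also stays open. The authors' deposited column for this biopsy had a rank correlation of 0.729 with this array and of 0.946 with that of steer 211 at 13.5 months. If the column comes from the same biopsy, that goes against such a trait, but its source is unknown.

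This array may account for several values that rest on 24 arrays. Without it, the pairs of core miRNAs with an R2 over 0.95 numbered 6, compared with 366, and r of miR-2288 and miR-671 was -0.61, compared with 0.53. It does not account for the higher correlation of miRNAs in the same genomic cluster, for which the difference of the median r was 0.76 without it and 0.58 with it.

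The array of steer 109 at 12 months (high fat diet) had a negative control median of 47.5, while the 3 other arrays of its group all had 37. Since these 3 were equal, any other value would have stood apart, and 47.5 also occurs in the control group, for steer 405 at 15 months. No explanation was tested for it, technical or biological.

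By the detection flags, 54 core miRNAs are absent from Additional file 1 by name. The highest mean log2 signals among them were 11.97 for miR-126, 9.73 for miR-151* and 9.61 for miR-2328*, and 6 of the 54 were detected on all 24 arrays. Older names of the same miRNAs on the array are a candidate explanation for at most 12 of them, the number of names in Additional file 1 that were not found on the array, which leaves 42 that it cannot account for. All 12 of those names share their number with absent core miRNAs, 12 in all, which include the 3 named above, and no table used here pairs them arm by arm. A higher limit of detection in the authors' values may account for 36, which lay at or below the authors' constant in 1 or more of the 7 steers for which it is known at every age, while all 143 listed miRNAs lay above it in each steer. The other 18 lay above it in every one of the 7 steers, which argues against that limit for them. The 12 that share a number with such a name are all among these 18, so older names may account for 12 of them and leave 6 (miR-2884, miR-455*, miR-24, miR-2382*, miR-2348 and miR-2902) without an account. Whether the values of steer 202, whose columns of the deposited table do not follow its scanner files, kept these 6 off the list was not tested, and no biological explanation was tested.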

How the results depend on the processing

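Chosen after seeing the data were the alternatives on 23 arrays (without that of steer 202 at 13.5 months), those on 21 arrays (without steer 202) other than its planned leaving out, the authors' deposited table without steer 202, and the means of Additional file 1. All causes below were not tested unless one is named.

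These kept their direction, and their side of the threshold where a p was computed, or stayed within 1.5 times the count, under every alternative run. The number of core miRNAs was 137 to 208 in 12, the odds ratio of clustering and high conservation 4.06 to 7.20 in 13, intergenic minus intronic signal 0.07 to 0.43 in 23 (p never under the threshold), and highly conserved minus conserved signal 1.54 to 3.57 in 23. Pairs in the same cluster had a median r higher by 0.41 to 0.80 in 25, and by 0.573 with the steer and slide as blocks. The r of miR-20a and miR-106b was 0.949 to 0.999 in 24, of which those on 23 arrays have no p. The signal of miR-2478 minus that of miR-2882 was 8.01 to 11.64 in 16.

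The number of miRNAs detected, 344, was 224 in the authors' deposited table and 311 to 344 with a steer left out. The rho of mean signal with SD, -0.60, was reversed to 0.40 under the authors' array constants (21 arrays) and to 0.22 in their table, and was -0.92 to -0.26 in the 22 others. Both carry a floor at the authors' constant, and the cause was not tested. With only miRNAs detected on all 24 arrays, clustered minus non-clustered signal fell from 1.09 to 0.18 (permutation p = 0.713) and highly minus poorly conserved signal from 2.04 to 0.33 (p = 0.536). That selection keeps 36 clustered and 25 other miRNAs, and 43 highly and 14 poorly conserved ones, and the cause was not tested. With a steer left out, these differences stayed at 1.06 to 1.14 and 2.00 to 2.10.

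The 366 pairs over the R2 limit became 624 after normexp, 72 with the processed spot signal, 5 with the floor at the lowest detected signal, 3 among miRNAs detected on all arrays, 3 with Spearman's rho, 621 over steer means, 4 without the first principal component, 6 on 23 arrays, 9 and 17 there with the slide, or slide and steer, as a block, 32 and 33 on 21 arrays (percentile over all miRNAs, authors' constants), and 49 and 32 in the authors' table with and without steer 202. Leaving out steer 202 gave 10, and each other steer 411 to 544. The 5 pairs were miR-20a with miR-106b, miR-1584 with miR-1835, miR-1777a with miR-1777b, miR-199a-3p with miR-199a-5p and miR-2305 with miR-2328*, of which the last 3 were those detected on all arrays. By Spearman's rho they were miR-17-5p with miR-20a, miR-1777a with miR-1777b and miR-424 with miR-450, and without the first component miR-1777b with miR-1777a and miR-2881, miR-1584 with miR-1835 and miR-2305 with miR-2328*. The 57 miRNAs in networks became 90 without scaling, and in the order above 89, 35, 10, 6, 6, 7 (without the first component), 11, 17, 23, 29, 29, 34 and 27, with 14 to 74 when a steer was left out (14 without steer 202). Unlike the others, steer means kept the number of miRNAs in networks within 1.5 times. On 23 arrays the cause is the array left out.

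The r of miR-2288 and miR-671, 0.53, passed the threshold without scaling (0.62, exact permutation p = 0.00856). It was reversed with the processed spot signal (-0.76), the floor at the lowest detected signal (-0.48), Spearman's rho (-0.50), no first component (-0.67), 23 arrays (-0.61, and -0.62 and -0.64 with the blocks) and 21 arrays (-0.62, -0.76 with the authors' constants, and -0.69 with the scaling of the 24 arrays kept). With a steer left out it was -0.57 (steer 202) to 0.61.

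The 17 miRNAs called at 15 against 12 months (6 higher, 11 lower) became 85 without scaling (0 higher, 85 lower), 168 after normexp (162, 6), 4 in the authors' table (2, 2), 11 with no filter on detection (2, 9), 9 among miRNAs detected on all arrays (8, 1), 84 with only the groups compared (31, 53), 10 with the steer as a block (1, 9), 63 on 23 arrays (25, 38), 71 there with the block (21, 50) and 34 on 21 arrays (18, 16). The split, not the number, changed with the processed spot signal (11, 3) and the floor at the lowest detected signal (10, 4). Steers left out moved it to 4 (without 405: miR-192, miR-2284q, miR-381 and miR-99a*), 9 (without 103 or 109), 11 (without 209) and 47 (without 202). The median change over the 254 miRNAs at 15 months was -0.21, or -0.20 after quantile normalization, -1.17 without scaling, 0.74 after normexp, -0.03 with the processed spot signal and 0.02 with the other floor, and at 13.5 months -0.32, -0.39, -0.56, 0.48, 0.01 and 0.22.

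At 13.5 against 12 months, 0 calls became 23 after normexp (22 higher, 1 lower), 7 among miRNAs detected on all arrays, 2 with the floor at the lowest detected signal (miR-2474 and miR-2483), and 1 on 23 arrays with and without the block (miR-2474) and with the authors' constants (miR-551b). With a steer left out the count stayed at 0. For diet, 0 calls at 12 months became 1 without steer 211 (miR-1584*), without steer 109 (miR-545) and with the authors' constants (miR-551b). At 13.5 months they became 157 after normexp (155 higher on the high fat diet), 6 without steer 405 and 2 without steer 411 (miR-152 and miR-99a*), and at 15 months 1 with only the groups compared (miR-378). These diet counts ranged from 0 to 1, 0 to 6 and 0 to 0 with a steer left out. The replicate block changed no other count of calls. The miRNAs named here behind small counts were chosen after their values were seen, and the 4 in the authors' table carry no name.

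Not run were the percentile over all miRNAs on 24 arrays, since it is the placeholder of undetected miRNAs on 2 arrays, a correction for GC content, since no sequence was used here, and the authors' table for results that need a miRNA's name.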

Differences from the paper's values

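Alternatives were set before the data were examined unless said otherwise, and no cause is given for any difference below.

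The paper's number of miRNAs detected is 224, and 344 were detected here. The authors' deposited table holds 224. Of 11 alternatives, the number was within 1.5 times the paper's under 5: most spots above background, the authors' table, at least 2 arrays, without steer 211 and without steer 202.

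The paper's correlation of mean expression with CV is -0.71, and the r here is -0.84. It fell within the error (0.0912, from leaving out steers) of the paper's value under 6 of 16 alternatives (normexp -0.71, processed spot signal -0.75, floor at the lowest detected signal -0.76, miRNAs detected on all arrays -0.71, without steer 202 -0.74, authors' table -0.71), and the lowest of the others was -0.85. The paper's trendline of expression on the CV has a negative exponent of size 0.999, which here was 0.405, and a coefficient of 0.5967, which here was 2.83. Only the authors' table, 1 of 16 alternatives, gave values within the error of the paper's, 0.983 and 0.615.

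The paper's p for clustered against unclustered miRNAs is 0.022 and the p here 0.00760. Of 19 alternatives, only normexp (permutation p = 0.0176) was within 1.5 times of it, in a range of 0.00612 to 0.713. The means of Additional file 1, an alternative chosen after seeing the values, gave 0.0216 with all 155 of the paper's miRNAs.

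The paper's r of miR-2288 and miR-671 is -0.76, and the r here was 0.53. It had the paper's sign under 5 of 18 alternatives: the processed spot signal (-0.76), the floor at the lowest detected signal (-0.48), without steer 202 (-0.57), Spearman's rho (-0.50) and without the first principal component (-0.67). The highest of the others was 0.74. The authors' array constants on 21 arrays, chosen after seeing the values, also gave -0.76.

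The paper's networks hold 34 miRNAs, with 14 in the largest and 12 in the second, and those here 57, 43 and 2. The authors' deposited table gave 34, 14 and 12. Of 21 alternatives, 4 came within 1.5 times of the paper's 34 (quantile normalization 46, processed spot signal 35, the paper's core miRNAs 45, authors' table), and 2 of the paper's 14 (processed spot signal 19, authors' table). In the paper's Additional file 2, 49 correlations have an R2 over the limit, and 366 pairs did here. Of 21 alternatives, the processed spot signal (72) and the authors' table (49) came within 1.5 times.

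The paper's fold of miR-2478 over miR-2882 is 70, and the fold here was 2822 on the linear scale, while on the scale of the paper's log values, with the authors' constants and 21 arrays, the ratio of the log means was 64.0. The 2822 rests partly on the floor, since miR-2882 was detected on only 20 of the 24 arrays, and over these, a selection made after seeing the data, the fold was 1826. No alternative of 13 came within 1.5 times of 70 as a linear fold, in a range of 258 to 3191. The ratio of the log means that the paper's Additional file 1 gives for these 2 miRNAs is 73.9, which is near the 70 and is another measure than a linear fold.

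The paper names miR-2425-3p as lowest. That name was not found on the array, and the lowest mean here was that of miR-192 (0.77). The paper gives miR-26a as an example of a uniform and miR-2428 as an example of a variable miRNA. Here let-7i had the lowest SD (0.18, miR-26a 0.19) and miR-885 the highest (2.49, miR-2428 2.10). Without the array of steer 202 at 13.5 months, an alternative chosen after seeing the data, miR-151 had the lowest (0.15) and miR-2902 the highest (2.35). The paper states that highly expressed miRNAs varied less, as they did here by SD and CV, but in the authors' deposited table the rho of mean with SD was 0.22, while r of mean with CV was -0.71. The paper places let-7a, let-7b, let-7d, let-7f and miR-98 in its second network, and all pairs among them were below the R2 limit here, with the highest r that of let-7a and let-7f (0.935).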

Other observations

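Chosen only after the result was seen were the test of the columns of steer 202, the set of miRNAs on 23 arrays in the test of values at the floor, and the calls on 23 arrays.

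In the authors' deposited table, the 3 columns of steer 202 equal its scanner values in 36, 51 and 48 of 224 entries. A constant or linear change of scale would leave the order of the miRNAs as it is, but the highest rank correlation of these columns with any array was 0.947, so this is argued against for all 3. The rank correlation with the scanner file of the same array was 0.947 at 12 months, 0.729 at 13.5 months and 0.908 at 15 months. The columns at 13.5 and 15 months followed an array of another steer of the same age more closely, that of steer 211 (0.946) and that of steer 209 (0.935). Values from other arrays or scans stay open, and no biological explanation was tested.

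The number of values above 0 per column of that table was 161 or 162, while 121 to 283 miRNAs were detected by flag. Whether normalization to the 75th percentile with a floor at that percentile gives this stays open. The number of miRNAs above the authors' constant, which differed by 1 between the highest and the lowest of 21 arrays, is the same observation in another form and decides nothing, and no biological explanation was tested.

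The CV holds the mean in its denominator, which alone gives a power trendline. With the SDs of the authors' table shuffled over its miRNAs 1000 times, the middle 95% of the exponents of expression on the CV lay at -0.92 to -0.84, and the observed one was -0.98. For the log2 signals here, the middle 95% of the exponents of the CV on expression lay at -1.18 to -0.79 with shuffled SDs, and the observed one was -1.82. With the axes exchanged, the authors' table gave -0.87 for the CV on expression, with -1.06 to -0.94 for shuffled SDs. The log2 signals gave -0.40 for expression on the CV, with -0.37 to -0.32 for shuffled SDs. So the authors' table was steeper than the shuffles on 1 axis and shallower on the other. All these values lie outside the shuffled ranges and argue against the division as the whole cause, although most of the first exponent may come from it. Values at the floor are argued against as the whole cause of the lower SD of miRNAs with high signal, since among miRNAs detected on all 23 arrays without that of steer 202 at 13.5 months rho was -0.26 (permutation p = 0.00199). A lower SD through the measurement noise of dim spots and a biological difference stay open.

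The paper does not compare ages or diets on the arrays. In limma's fit, 17 of 254 miRNAs differed at 15 against 12 months at a Benjamini-Hochberg adjusted p under 0.05, 6 higher and 11 lower (61 at an unadjusted p under 0.05). Of 100 assignments of the 2 ages within steers, only 1, the real one, called as many, and the highest of the others called 1, which argues against chance as their source. With the steer as a block the real assignment called 10 and the highest other 3. Each age is on 1 slide, so age and slide cannot be told apart. Of the 17, 6 were detected on all 24 arrays, 9 were also called with the steer as a block, and all 17 were also called on 23 arrays.

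The 5 largest increases were those of miR-2900 (log2 change 2.57, adjusted p = 0.0410 from limma, higher in 6 of 8 steers and detected in 2 at 12 months and 7 at 15 months, so that its size rests on the floor), miR-2888 (1.35, adjusted p = 0.0358, 7 of 8), miR-1777a (1.22, adjusted p = 0.0476, 8 of 8), miR-2893 (1.22, adjusted p = 0.0217, 7 of 8) and miR-2881 (1.19, adjusted p = 0.0410, 8 of 8). Of the miRNAs called higher, only miR-2893 was called with and without the block on both 24 and 23 arrays, and 8 of those called lower were. The 5 largest decreases were those of miR-2284q, miR-381, miR-99a*, miR-369-5p and miR-190a. miR-2284q (adjusted p = 0.00138 from limma), miR-381 (adjusted p = 0.00755) and miR-99a* (adjusted p = 0.000753) were each detected in 7 of 8 steers at 12 months and in none at 15 months. Set against the mean over the arrays at 15 months of the lowest signal of any detected miRNA, they were 2.35-fold, 1.28-fold and 1.08-fold higher at 12 months. That mean is no limit of detection for these miRNAs, whose undetected signal is unknown, so the folds are not bounds on their changes. miR-190a (adjusted p = 0.0217 from limma), detected in 6 steers at 12 months and in none at 15 months, did not lie above that mean at 12 months. miR-369-5p changed by -2.56 (adjusted p = 0.0476, lower in 8 of 8 steers), and since it was detected in 8 steers at 12 months and 3 at 15 months, that size rests on the floor too. Of these 5 decreases, only that of miR-369-5p was not called with the steer as a block (adjusted p = 0.0651 from limma). A lower yield of dim miRNAs on the slide at 15 months was not tested and stays open, as does age.

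At 13.5 against 12 months, limma called 0 miRNAs (23 at an unadjusted p under 0.05), and the highest of 100 assignments of the ages within steers called 2. These splits decide nothing about chance, since all 100 must call at least 0. The changes at 13.5 and 15 months correlated by 0.528 over miRNAs, which lies below the median of 0.555 in 100 simulated sets with unchanged groups against the same 12-month arrays, so the shared arrays may give all of it.

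Between diets, limma called 0 miRNAs at 12 months (5 at an unadjusted p under 0.05), 0 at 13.5 months (42) and 0 at 15 months (6). Other splits of the steers into 4 and 4 called up to 4, 11 and 1, which decides nothing about chance, since all 35 must call at least 0. The change with age differed between diets for 0 miRNAs at 15 months (limma's interaction, 8 at an unadjusted p under 0.05) and 0 at 13.5 months (20). The differences between diets at 12 and 15 months correlated by -0.0464 over miRNAs, and 24 of the 35 splits gave as high a value. Whether the sets of steers differed before feeding cannot be told from this, as no miRNA was called at either age. Each diet had its own row on every slide, so diet and row cannot be told apart.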
